# Differential gene expression among three sex types reveals a MALE STERILITY 1 (*CpMS1*) for sex differentiation in papaya

**DOI:** 10.1186/s12870-019-2169-0

**Published:** 2019-12-09

**Authors:** Dessireé Zerpa-Catanho, Jennifer Wai, Ming Li Wang, Li’ang Yu, Julie Nguyen, Ray Ming

**Keywords:** *Carica papaya*, Flower development, Male sterility gene, RT-qPCR, RNA-Seq, Sex differentiation

## Abstract

**Background:**

Carica papaya is a trioecious plant species with a genetic sex-determination system defined by sex chromosomes. Under unfavorable environmental conditions male and hermaphrodite exhibit sex-reversal. Previous genomic research revealed few candidate genes for sex differentiation in this species. Nevertheless, more analysis is still needed to identify the mechanism responsible for sex flower organ development in papaya.

**Results:**

The aim of this study was to identify differentially expressed genes among male, female and hermaphrodite flowers in papaya during early (pre-meiosis) and later (post-meiosis) stages of flower development. RNA-seq was used to evaluate the expression of differentially expressed genes and RT-qPCR was used to verify the results. Putative functions of these genes were analyzed based on their homology with orthologs in other plant species and their expression patterns. We identified a Male Sterility 1 gene (*CpMS1*) highly up-regulated in male and hermaphrodite flower buds compared to female flower buds, which expresses in small male flower buds (3–8 mm), and that might be playing an important role in male flower organ development due to its homology to MS1 genes previously identified in other plants. This is the first study in which the sex-biased expression of genes related to tapetum development in the anther developmental pathway is being reported in papaya. Besides important transcription factors related to flower organ development and flowering time regulation, we identified differential expression of genes that are known to participate in ABA, ROS and auxin signaling pathways (ABA-8-hydroxylases, AIL5, UPBEAT 1, VAN3-binding protein).

**Conclusions:**

*CpMS1* was expressed in papaya male and hermaphrodite flowers at early stages, suggesting that this gene might participate in male flower organ development processes, nevertheless, this gene cannot be considered a sex-determination gene. Due to its homology with other plant MS1 proteins and its expression pattern, we hypothesize that this gene participates in anther development processes, like tapetum and pollen development, downstream gender specification. Further gene functional characterization studies in papaya are required to confirm this hypothesis. The role of ABA and ROS signaling pathways in papaya flower development needs to be further explored as well.

## Background

Unisexual flowers in angiosperm plant species are classified as monoecious or dioecious. Monoecious plant species have female and male flowers in separate flowers but on the same individual (6% angiosperm species), while dioecious species have female and male flowers on separate individuals (5% angiosperm species). Dioecious plant species could evolve from hermaphroditic or monoecious populations in three major steps [1, 2]. First, a recessive male-sterile mutation occurred originating female plants. The occurrence of this mutation would be advantageous for the population, because female plants could be pollinated by individuals from different populations, reducing the inbreeding and increasing the genetic variability within the population. Later, a second dominant female-sterile mutation appeared in the monoecious population generating male plants. With time, the pair of chromosomes in which these mutations occurred stopped recombining and started accumulating mutations and repetitive elements. Recombination stopped because an individual with both mutations would become completely sterile, representing no advantage for the population. Finally, the chromosomes carrying these mutations became a pair of different sex chromosomes [1, 2].

Sex chromosomes are one of the most studied systems for sex determination in dioecious plants, and there are several stages of sex chromosomes already identified in many plant species [2, 3]. Some of these species have been considered as important models for the study of sex determination and sex chromosome evolution in dioecious plants, including papaya (*Carica papaya*) [4]. Nevertheless, papaya is considered a trioecious species, which means that papaya populations can have individuals with either male, female or hermaphrodite flowers [5]. Natural papaya populations are dioecious, while cultivated populations are gynodioecious. In papaya, sex is determined by a recent sex chromosome system with three different sex chromosomes (X, Y, and Y^h^). Female plants are homozygous for the X chromosome (XX) and males and hermaphrodites are heterozygous (XY and XY^h^, respectively) [6, 7]. Between the X and Y^h^ chromosomes, several differences have been identified that can explain phenotypic differences between hermaphrodite and female plants [7]. In contrast, the Y and Y^h^ chromosomes have been described as highly similar (99.60%) [6, 8] and as a result, it has been challenging to explain which differences observed between male and hermaphrodite plants are responsible for their phenotypes.

Despite the genetic differences found among all these three sex chromosomes, flower development among papaya plants is very similar in its early stages. Male, female and hermaphrodite flower development start to differentiate after anthers develop in male and hermaphrodite flowers [9, 10]. One of the main differences among the flowers is the presence of a gynoecium spear-like structure called ‘pistillode’ (or rudimentary pistil) in male flowers instead of a functional gynoecium, like in hermaphrodite and female flowers [9, 10]. For this reason, it is believed that a female-sterile dominant mutation suppresses the carpel development in male flowers and that this mutation exists on the Y chromosome, but not on the Y^h^ chromosome. Since the Y and the Y^h^ chromosome are highly similar and most of the detected genetic differences or mutations are located on introns instead of exons [6, 8], differential gynoecium development in hermaphrodite plants and not in male plants is believed to be the result of the differential expression of a carpel development suppressor gene between sex-types. Likewise, female flowers do not have stamens, but male and hermaphrodite flowers do [9, 10]. Therefore, a gene with male-promoting functions is believed to be located on the Y and the Y^h^ chromosome.

An interesting aspect of papaya plants is that under certain environmental conditions or stimuli (e.g. high or cold temperatures, shorter day length, water stress, and terminal bud injury) male and hermaphrodite plants can switch their flower gender [11–16]. This phenomenon is known as sex-reversal and evidently affects papaya fruit production, because under undesirable environmental conditions, hermaphrodites could either reverse to male or present staminal carpellody (a condition in which the stamen resemble carpel or are ‘fused’ to the carpels), which results in malformed unmarketable papaya fruits [10, 17–19]. Interestingly female plants do not suffer sex-reversal, as male and hermaphrodites do. Therefore, identifying the genes responsible for the correct expression of sex or development of sex flower organs in papaya and the regulatory mechanism for the expression of those genes becomes fundamental for papaya production.

To identify the genes responsible for the correct expression of sex in papaya flowers, previous researchers have looked at the expression of homeotic genes that participate in the ABC model for flower development. There are few reports about differentially expressed genes among sex types and on flower development regulation by MADS-box genes in papaya [16, 20–24]. Recently, a digital transcriptome analysis of the genes located on the X and Y^h^ chromosomes in papaya using high-throughput SuperSAGE technique combined with a whole-genome sequence comparison between male and hermaphrodite plants identified a Short Vegetative Phase (SVP) gene and a Monodehydroascorbate Reductase (MDAR) gene as candidates for sex determination in papaya [23, 25]. Furthermore, a recent transcriptome analysis using RNA-sequencing has suggested the silencing of the carpel suppression function by epigenetic modifications (miRNAs) in male-to-hermaphrodite induced sex reversal plants [16]. A recent study, proposed three candidate sex-related loci, including the Short Vegetative Phase (SVP) gene and a Chromatin Assembly Factor 1 subunit A-like (CAF1AL), as responsible for regulating correct flower development in papaya, based on alternative splicing and differential expression analysis using different flower whorls [26]. Nevertheless, there is no published comparative transcriptome analysis focused on different developmental flowering stages using RNA-sequencing in papaya, including all three different sex types (including male, female and hermaphrodite flowers). Therefore, further analysis is still needed to identify the mechanisms responsible for flower development regulation in papaya, carpel development suppression in male flowers, stamen carpellody in hermaphrodite flowers and the sex reversal phenomena that occurs only in male and hermaphrodite papaya flowers.

RNA sequencing or RNA-Seq consists of the implementation of high-throughput DNA sequencing technologies for the study of transcriptomes [27, 28]. RNA-Seq has been described as a very powerful tool for the discovery of novel transcripts and the quantification of gene expression in model and non-model plant species, which ultimately leads to the identification of differentially expressed genes, pathways and regulatory networks that help to understand biological processes. Therefore, a differential gene expression analysis of flower buds among all three different sex types at different developmental stages during flowering can help to find differentially expressed genes associated with correct sex expression, as well as to better understand flower organ development regulation in papaya. The aim of this study is to identify genes that are differentially expressed among male, female and hermaphrodite flower buds in papaya during early and later stages of flower development using RNA-seq, and to evaluate the expression of highly differentially expressed genes by RT-qPCR, as well as to identify the putative functions for these genes based on their homology with other plant species and their expression patterns.

## Results

### Quality control before RNA-Seq and differential expression analysis

The transcriptome of papaya flower buds from male ‘AU9’, female ‘AU9’ and hermaphrodite ‘SunUp’ plants was sequenced at two different developmental stages (pre-meiosis: 1–6 mm and post-meiosis: 7–12 mm) (Additional file 7: Table S1). 

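Flower buds of 3 sexes and 2 size classes gave 6 groups, and 2 libraries were made for each group, 12 in all. Male and female buds came from 'AU9' and hermaphrodite buds from 'SunUp', so a difference between hermaphrodites and the other sexes is also a difference between cultivars. Replicate 1 of each group was sequenced single-end on a HiSeq2000 and replicate 2 paired-end on a HiSeq2500. Female buds gave 15201578 and 8554135 counts at 1–6 mm (replicates 1 and 2) and 14539936 and 7430147 at 7–12 mm. Male buds gave 16564137 and 6593411 counts at 1–6 mm and 12704714 and 6767806 at 7–12 mm. Hermaphrodite buds gave 14859199 and 4520811 counts at 1–6 mm and 16344040 and 8072694 at 7–12 mm. The authors trimmed the reads with Trimmomatic, aligned them to the PacBio assembly of the papaya genome with HISAT2 and counted reads over exons with featureCounts. The values used here are those counts per gene, without normalization. The gene models are coding sequences placed on the assembly with GMAP, so untranslated regions were not counted, and a read that aligns to several places was counted at each of them. Libraries were scaled by the trimmed mean of M-values (TMM), and values per library are given as CPM, the counts scaled to these normalized totals, with the SD of the 2 libraries of a group as the error. Groups were compared with edgeR's quasi-likelihood test in 1 fit over the 12 libraries, and genes are called differentially expressed at the thresholds the paper states, a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. A standard error given with a log2 fold change is the one implied by that test, the size of the change over the square root of its F value. Where a group has no counts, the fitted change rests on a small added count, so this standard error does not measure its precision. An exact test on 2 libraries against 2 cannot go below p = 0.333, so each test rests on a spread pooled over the groups. The 2 'Zhonghuang' libraries that the paper adds to its fit were not analysed here.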

On average, a total of 2.28E+ 07 raw reads per library were obtained (Additional file 7: Table S1). In general, the quality of the raw reads was classified as good by the FastQC program. Nevertheless, after trimming low-quality reads and adaptors, an average of 99.71% of these raw reads with an average length of 100 bp remained. These high-quality reads were aligned to the papaya genome. On average, a total of 83.99% reads per library were aligned uniquely to the genome, and few reads were not aligned or aligned more than once to the genome (Additional file 7: Table S1). On average, 46.08% of the reads that aligned to the genome were assigned to exons (Additional file 7: Table S1). 

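Counts were found for 20193 to 20718 genes in the replicate 1 libraries and for 20324 to 21080 genes in the replicate 2 libraries, although the median total of replicate 2 was 0.472 times that of replicate 1. The replicates also differ in the share of reads that reached a gene. The paper's Table S1 gives assigned shares of 62.51 to 68.48% for the libraries of replicate 1 and of 22.67 to 33.95% for those of replicate 2. Per the file headers, all 12 libraries were counted with the same strand setting and without the option for read pairs. Each mate of a pair in replicate 2 was thus counted as a single read under that setting. Whether the setting suits both mates was not tested, so the counting may not be equal between the replicates. Hermaphrodite buds of 1–6 mm had the lowest total, in replicate 2, and the paper's unaligned share for that library is 34.65%. Male buds of 1–6 mm follow with 17.4% in replicate 2, and the paper's shares for the other 10 libraries lie between 1.73 and 10.71%. In the same 2 libraries 1 gene stood out, evm.model.supercontig_2112.2, which is named here after its values were seen. It had 122728 counts in hermaphrodite buds of 1–6 mm in replicate 2 against 2538 in replicate 1, and 45234 against 6615 in male buds of that size.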

After normalization of the reads and before the differential expression analysis, samples were clustered, and the biological coefficient of variation was calculated as part of our analysis of quality control (Additional file 1: Figure S1). Samples clustered in three groups, one group composed of normal and teratological males of the variety ‘Zhonghuang’, a second group composed of female ‘AU9’ samples, and the third group composed by male ‘AU9’ and hermaphrodite ‘SunUp’ samples. These results reflect the existence of fewer differences found between female pre-meiosis and female post-meiosis stages, and fewer differences between male and hermaphrodite pre-meiosis stages than post-meiosis stages. 

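Female buds lay farther from male and hermaphrodite buds than these lay from each other. The distance between a pair of libraries was the root mean square log2 fold change over the 500 genes that differ most between them. It was 5.57 ± 0.734 (SD, 32 pairs) between female and male or hermaphrodite libraries and 4.46 ± 1.10 (SD, 16 pairs) between male and hermaphrodite libraries, a ratio of 1.25. The replicates of a group, which also differ in sequencing platform, lay 4.94 ± 0.131 apart (SD, 6 pairs). On these distances the clusters first parted the 6 libraries of replicate 1 from the 6 of replicate 2. Over all 19339 tested genes, the 4 female libraries formed 1 branch and the 8 male and hermaphrodite libraries the other. The same branches appeared with the difference between replicate numbers removed. Female libraries then lay 4.99 ± 0.602 from the others, male and hermaphrodite libraries lay 3.55 ± 0.794 apart and replicates lay 1.64 ± 0.173 apart.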

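By mean distance, female buds changed least between the bud sizes. Female libraries of 1–6 mm lay 3.65 ± 1.71 (SD, 4 pairs) from those of 7–12 mm, male libraries 4.75 ± 0.913 and hermaphrodite libraries 4.59 ± 0.997. Male and hermaphrodite buds lay 3.92 ± 1.33 apart at 1–6 mm and 4.22 ± 1.10 apart at 7–12 mm. The gap between females and the other sexes is smaller than the SD in females, and the gap between males and hermaphrodites at the 2 sizes is smaller than either SD. Each SD holds the difference between the replicate numbers. With that difference removed, the bud sizes lay 2.17 ± 0.256 apart in females, 3.93 ± 0.182 in males and 3.70 ± 0.200 in hermaphrodites. Male and hermaphrodite buds then lay 2.76 ± 0.170 apart at 1–6 mm and 3.27 ± 0.239 at 7–12 mm, a gap larger than either SD. The pairs share libraries, and removing the difference also narrows their spread, so these SDs do not test the gap.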

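Of 174 differences called between sexes among the genes of Tables 1 to 4, 174 had the same direction between the HiSeq2000 libraries alone and 174 between the HiSeq2500 libraries alone, and 164 and 152 of these exceeded 2-fold. These differences were called over both replicates, which favours the same direction in each. Other genes did differ between the replicate numbers. The number stands for the platform, the read layout and the buds sampled, and these were not separated. Between replicates 2 and 1, paired within the 6 groups, 4.50% of the tested genes passed edgeR's quasi-likelihood test, 850 of them higher in replicate 2 and 21 higher in replicate 1. Of them, 13 were also called between sexes. That fit had no term for the replicate number, so a difference between replicates widened the spread and made such calls unlikely. The small overlap is thus no evidence that the calls between sexes are free of it. Libraries of different groups lay 4.30 ± 1.07 apart (SD, 30 pairs) where they shared a replicate number and 5.75 ± 0.500 apart (SD, 30 pairs) where they did not. The common biological coefficient of variation was 0.307, and 0.110 with the replicate number as a block.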

No confounding batch effect was found and the calculated trend for the Biological coefficient of variation was not far from the calculated common trend (Additional file 1: Figure S1). Therefore, the analysis of differentially expressed genes was performed using the normalized expression values.

### Differential gene expression analysis by RNA-Seq

From a total of 19618 analyzed genes, many were found to be differentially expressed among groups. 

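Of 27689 genes in the counts, 23196 had a count in at least 1 library, and 19339 had enough counts to be tested, with a count minimum of 10 scaled to the library size. All genes of Tables 1 to 4 were among those tested. Some of these were scarce, such as CSLD1, a cellulose synthase-like gene, with at most 33 counts in a library. The PHD finger gene CpMMD1 reached 53 counts and CYP85A2, an enzyme of brassinosteroid synthesis, 19. Between sexes, 5532 of the tested genes were called in at least 1 of the 6 comparisons.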

In total, 2523 genes were differentially expressed between male and female flower buds of a size of 1–6 mm, 733 between male and hermaphrodite flower buds of a size of 1–6 mm and 2165 between hermaphrodite and female flower buds of a size of 1–6 mm (Fig. 1a). Nevertheless, the number of differentially expressed genes increased among flower buds of a size of 7–12 mm. 

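In flower buds of 1–6 mm, 1133 genes were higher in males than in females and 1345 were lower, 2478 in all. Males and hermaphrodites differed in 888 genes, 452 higher in males and 436 higher in hermaphrodites. Hermaphrodites and females differed in 2257 genes, 996 higher in hermaphrodites and 1261 higher in females. The gene evm.model.supercontig_50.155 had 1694 and 465 counts in the male libraries and 0 in the female ones, at least 629-fold higher (fitted log2 fold change 12.79, adjusted p = 2.47e-06 from edgeR's quasi-likelihood test). The gene evm.model.supercontig_86.23 had 148 and 60 counts in females and 0 in males, at least 79.4-fold lower in males (adjusted p = 0.00048 from the same test). Against hermaphrodites, evm.model.supercontig_41.1 was at least 39.3-fold higher in males, and evm.TU.contig_32743.2 had 1 count in males and 11.0 ± 3.18 CPM (SD, n = 2) in hermaphrodites. In 'AU9' females of that size the first had 116 and 90 counts and the second 0 and 0. Both thus part 'AU9' from 'SunUp' and not males from females. The files do not pair these 4 IDs, the largest changes, with names. The count between males and hermaphrodites was 559 without male 1–6 mm replicate 1. It was 414 without both libraries with a high share of unaligned reads (male and hermaphrodite 1–6 mm, replicate 2), a setting chosen after the data were seen.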

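At 7–12 mm, 1700 genes were higher in males than in females and 1488 were lower, 3188 in all. Males and hermaphrodites differed in 1659 genes, 828 higher and 831 lower in males. Hermaphrodites and females differed in 2954 genes, 1497 higher and 1457 lower in hermaphrodites. The difference between males and females itself changed with bud size for 1040 genes (interaction term of edgeR's quasi-likelihood test), 495 toward males and 545 toward females in the larger buds. Among them were the cell division gene NACK1, with a change of -1.98 on the log2 scale (standard error 0.27), and the growth regulator WOX4. This count was 496 without female 1–6 mm replicate 1, 656 without female 7–12 mm replicate 1, 631 without male 1–6 mm replicate 1 and 645 without male 1–6 mm replicate 2. It was 508 without both libraries with a high share of unaligned reads, a setting chosen after the data were seen.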

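The largest increase in male over female buds of 7–12 mm was in evm.TU.contig_30210.2, with 6732 and 3637 counts in males and 0 in females. It was at least 3867-fold higher in males (fitted log2 fold change 15.52, adjusted p = 2.51e-05 from edgeR's quasi-likelihood test) and at least 1518-fold higher in hermaphrodites than in females. The largest decrease was in evm.model.supercontig_46.176, with 133 and 68 counts in females and 0 in males, at least 59.9-fold lower (adjusted p = 0.000119 from the same test). Against hermaphrodites, evm.model.supercontig_42.27 was at least 144-fold higher in males, and evm.model.supercontig_164.6 at least 39.3-fold higher in hermaphrodites. The gene evm.model.supercontig_42.27 had 340 and 117 counts in 'AU9' females of that size too. It thus parts 'AU9' from 'SunUp' and not males from females. The gene evm.model.supercontig_164.6 was almost absent from 'AU9' females of that size as well as from males, so sex and cultivar cannot be told apart for it. No name is paired with these IDs in the files.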

In total, 3144 genes were differentially expressed between male and female flower buds of a size of 7–12 mm, 1427 between male and hermaphrodite flower buds of a size of 7–12 mm and 2884 between hermaphrodite and female flower buds of a size of 7–12 mm (Fig. 1b). Only a total of 571 genes were differentially expressed between normal and teratological male (male to hermaphrodite sex reversal) pistillode (Fig. 2). In general, the number of differentially expressed genes between male and female or hermaphrodite and female flower buds was higher than the number of differentially expressed genes between male and hermaphrodite flower buds.

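Most genes that set male buds apart from female buds did the same in hermaphrodite buds. At 1–6 mm, 652 genes were higher and 793 lower than in females in both sexes, where independent lists would share 58.4 and 87.7, and 15 went opposite ways. In the larger buds, 984 genes were higher and 778 lower in both, and 31 went opposite ways. The DUF642 protein gene, of a family of cell wall proteins, was higher than in females of 1–6 mm by a log2 fold change of 1.26 in males and 1.76 in hermaphrodites (adjusted p = 0.000133 and 2.41e-05 from edgeR's quasi-likelihood test). CYP90B1-like, an enzyme of brassinosteroid synthesis, was higher in hermaphrodites by 1.93 (adjusted p = 0.000313 from the same test) and in males as well (adjusted p = 0.000105). Both comparisons use the same female libraries, so part of this overlap can come from them. In 20 simulations of unchanged groups that shared their female libraries, the log2 fold changes correlated across genes with r = 0.496, against 0.799 in the buds of 1–6 mm and 0.815 in those of 7–12 mm, and genes are not independent replicates.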

**Fig. 1:**
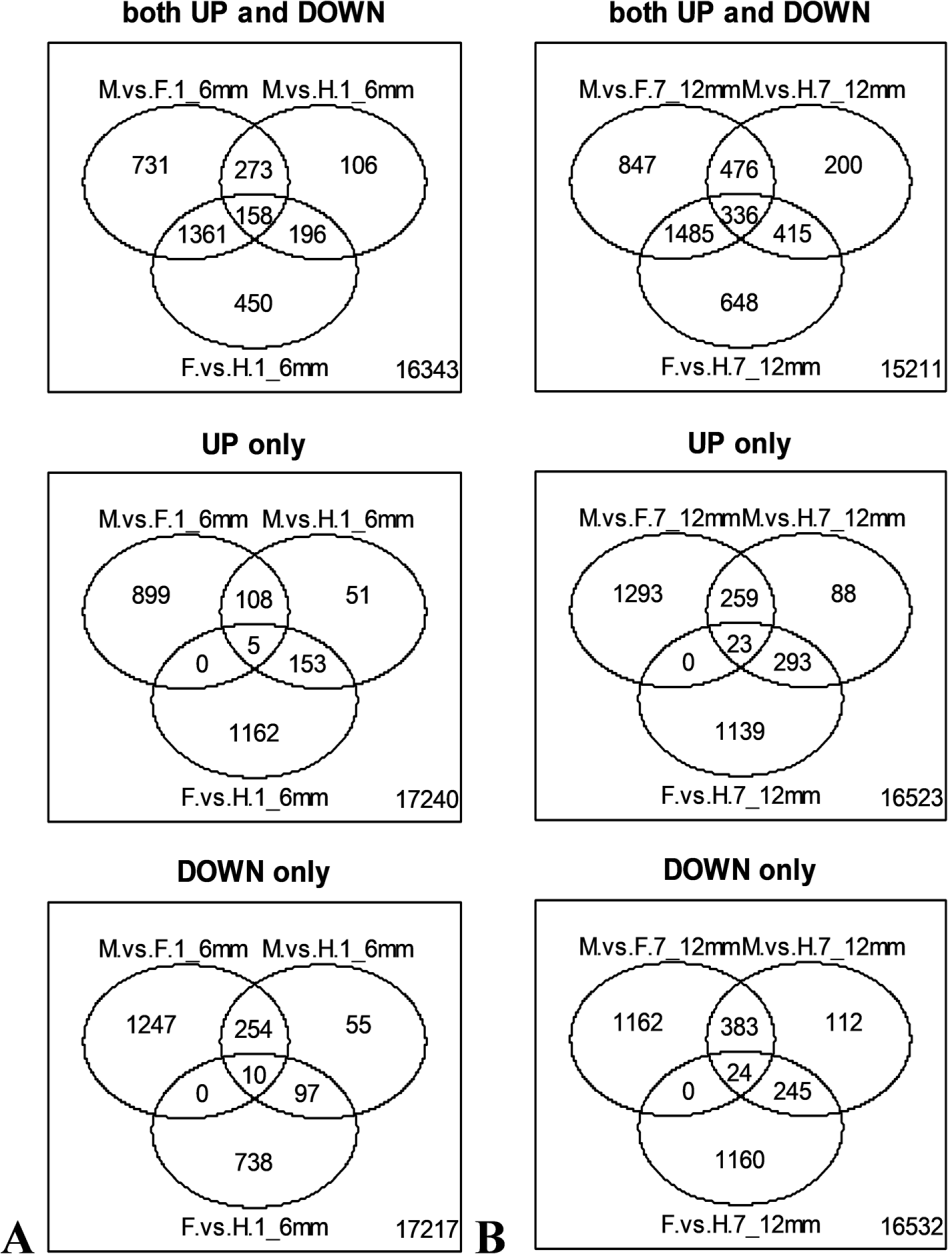
Venn diagrams showing the number of differentially expressed genes (up and down-regulated, only up-regulated or only down-regulated) between male, female and hermaphrodite flower buds of different sizes (**a**. flower buds size: 1-6 mm, **b**. flower buds size: 7-12 mm)

**Fig. 2:**
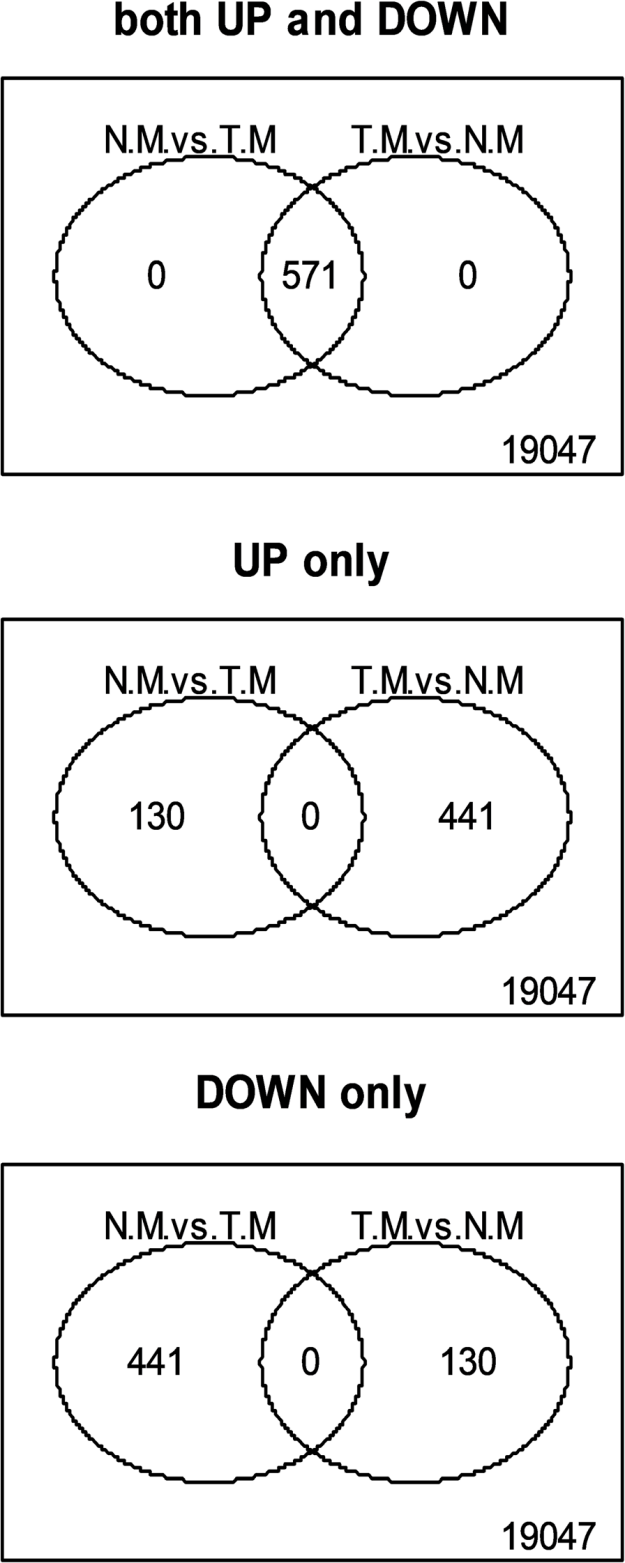
Venn diagrams showing the number of differentially expressed genes (up and down-regulated, only up-regulated or only down-regulated) between normal male (ZH.N.M) and teratological male (ZH.T.M) samples

Since the objectives of this study were to identify candidate genes for correct sex expression between males, females and hermaphrodites, and to contribute with the understanding of flower development regulation in papaya among different sex types, only differentially expressed genes between male, female and hermaphrodite flower buds and differentially expressed between normal male and teratological male samples were selected for further analysis (2117 genes in total). A scaled heatmap was built to compare the expression of these genes among the different samples (Fig. 3a). In the heatmap, genes that are up-regulated are shown in red, while genes that are downregulated are shown in blue. 

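Between buds of 7–12 and 1–6 mm, 376 genes differed in females, 1100 in males and 589 in hermaphrodites by edgeR's quasi-likelihood test. Of these, 144 were higher in the larger female buds, 564 in the larger male buds and 401 in the larger hermaphrodite buds. AMS isoform 2, a gene of microspore maturation, stood at 10.5 ± 5.65 CPM (SD, n = 2) in male buds of 1–6 mm and 86.3 ± 7.27 in those of 7–12 mm, and at 4.16 ± 0.47 and 45.7 ± 7.66 in hermaphrodites. AP3 isoform 1, a stamen and petal identity gene, stood at 251 ± 23.5 and 613 ± 28.3 CPM in males, and at 155 ± 1.40 in the larger female buds. The female count was 104 without female 1–6 mm replicate 1, 144 without female 7–12 mm replicate 1, 795 without female 7–12 mm replicate 2 and 632 with the replicate number as a block. The male count was 696 and 708 without male 1–6 mm replicate 1 or 2, and the hermaphrodite count was 172 and 363 without hermaphrodite 1–6 mm replicate 1 or 2.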

The color pattern revealed contrasting expression among samples from different sex, but less contrasting expression among samples from different stages but same-sex (Fig. 3a). Based on these colors, there is a contrast between female and male samples, in which two big groups of genes seem to be overexpressed in females but downregulated in males or overexpressed in males but downregulated in females. This clear pattern is not evident in hermaphrodite samples. 

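Of the genes contrasting males with females, 28 had counts in every library with stamens and almost none in females. They had at least 10 counts in each of the 8 male and hermaphrodite libraries and at most 3 over the 4 female libraries. Among them were SPL/NZZ, needed for the first sporogenous cells of the anther, with 22 to 198 counts per library with stamens and 3 in females. AMS isoform 2 had 20 to 1174 counts per library with stamens and 2 in females. The other 26 are in none of the paper's tables. By the mirror of that rule, 1 gene had counts in all female libraries and almost none in the others. With at least 5 counts in each of the 8 libraries and 0 in females instead, 14 genes passed, 10 of them among the 28. With at least 20 counts and at most 3 in females, 20 passed, 20 of them among the 28, and with libraries thinned to the smallest total 37 passed, 23 of them among the 28.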

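In buds of both sizes, hermaphrodites lay nearer to males than to females for most genes that differed between males and females. At 1–6 mm, hermaphrodite buds were nearer to males for 866 of the genes higher in males (76.4%) and for 968 of the genes higher in females (72.0%). At 7–12 mm, they were nearer to males for 1202 of the genes higher in males (70.7%) and for 956 of the genes higher in females (64.2%). HAIKU2, a receptor-like kinase gene, was intermediate, at 1382 ± 46.0 CPM (SD, n = 2) in females of 7–12 mm, 697 ± 83.4 in hermaphrodites and 274 ± 92.1 in males. TDF1, a tapetal MYB gene, was at 0.274 ± 0.387, 618 ± 44.2 and 288 ± 50.3 CPM in the same order. Fewer genes passed the test between males and hermaphrodites in the same direction, with 146 and 241 at 1–6 mm and 351 and 404 at 7–12 mm for the genes higher in males and in females.

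**Figure D1:**
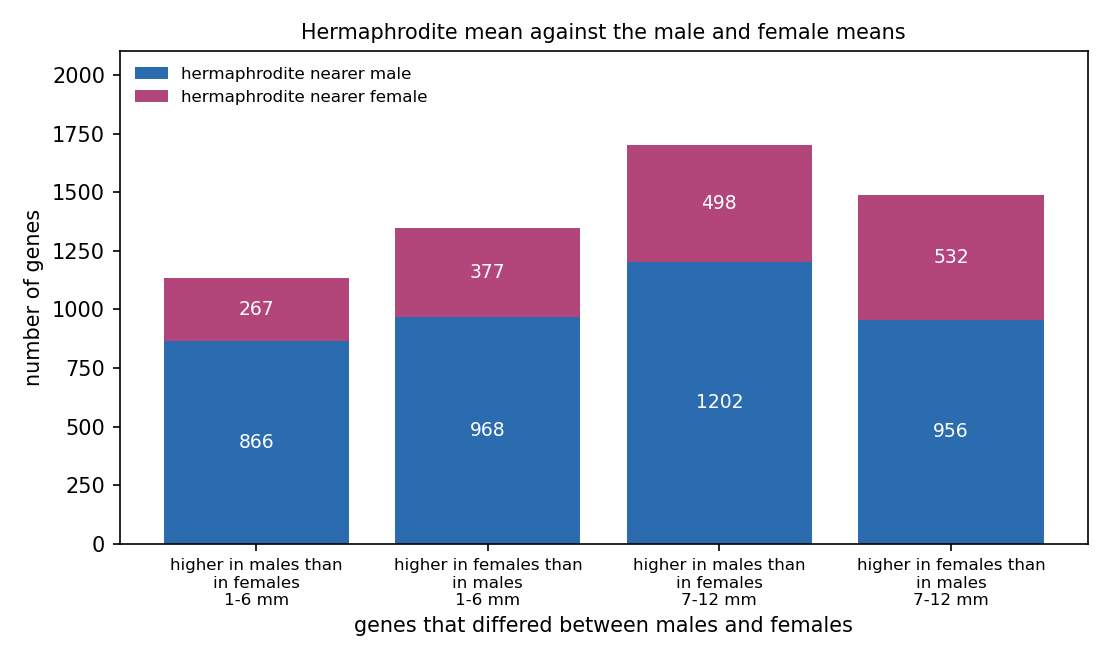
Number of genes that differed between male and female buds, by bud size and direction, split by whether the hermaphrodite mean lay nearer to the male or the female mean. The hermaphrodite mean was nearer to the male mean for 866 and 968 genes at 1–6 mm and for 1202 and 956 genes at 7–12 mm.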

In hermaphrodite samples, half of the genes upregulated in females but downregulated in males seemed upregulated, while the other half seemed downregulated and the same seemed to be the case of the genes that are upregulated in males but downregulated in females. The heatmap also reveals a small number of genes showing contrasting expression between teratological and normal male pistillode samples. A TOM (Topological Overlap Matrix) plot was also built to find out the level of complexity of the gene network involved in papaya flower development (Fig. 3b). In this plot, genes that have a similar expression pattern are shown in red, while genes that have no similar expression pattern are shown in yellow (Fig. 3b). The color pattern shown in this figure revealed many clusters of genes or modules that might be part of a similar pathway and a high level of complexity of the gene network for flower development.

**Fig. 3:**
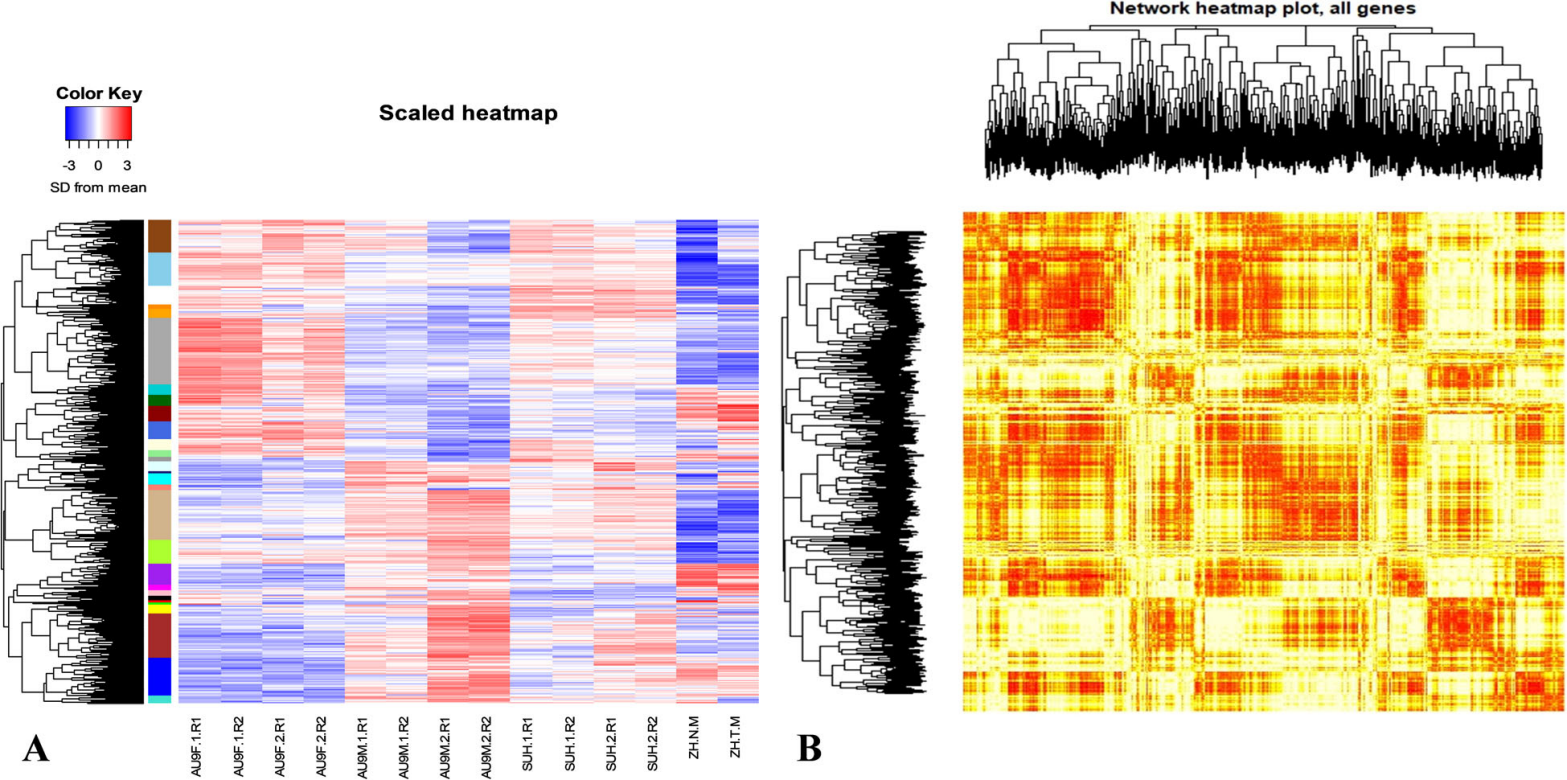
Scaled heatmap (**a**) and TOM plot (**b**) of differential expressed genes (2117 genes) between flower buds of 'AU9' female (AU9F), 'AU9' male (AU9 M) and 'SunUp' hermaphrodite (SUH) with different sizes (1: 1 to 6 mm or 2: 7 to 12 mm) and two replicates (R1: biological replicate 1 or R2: biological replicate 2)

### Gene Ontology analysis and over-representation results

Gene Ontology annotations for the 2117 selected genes were analyzed and the sequences were classified into three categories according to their GO term: molecular functions (MF), biological process (BP) or cellular components (CC). In total 2081 sequences were classified in the MF category, 2632 in the BP category and 1736 in the CC category (Fig. 4). The most abundant terms for cellular components were plasma membrane, protein complexes, and nucleus (Fig. 4a). The most abundant molecular function terms were for ion binding activity, oxidoreductase activity, DNA binding, kinase activity and transmembrane transporter activity (Fig. 4b). The most abundant biological process terms were for biosynthetic processes, nitrogen metabolism, protein modification, carbohydrate metabolism, amino acid metabolism, response to stress, catabolic processes and single organism carbohydrate processes (Fig. 4c). Figure 4a, b and c also show the percentage of differentially expressed genes found for each annotation category from all individual comparisons made among the sample groups (comparisons are indicated in the figure legend).

**Fig. 4:**
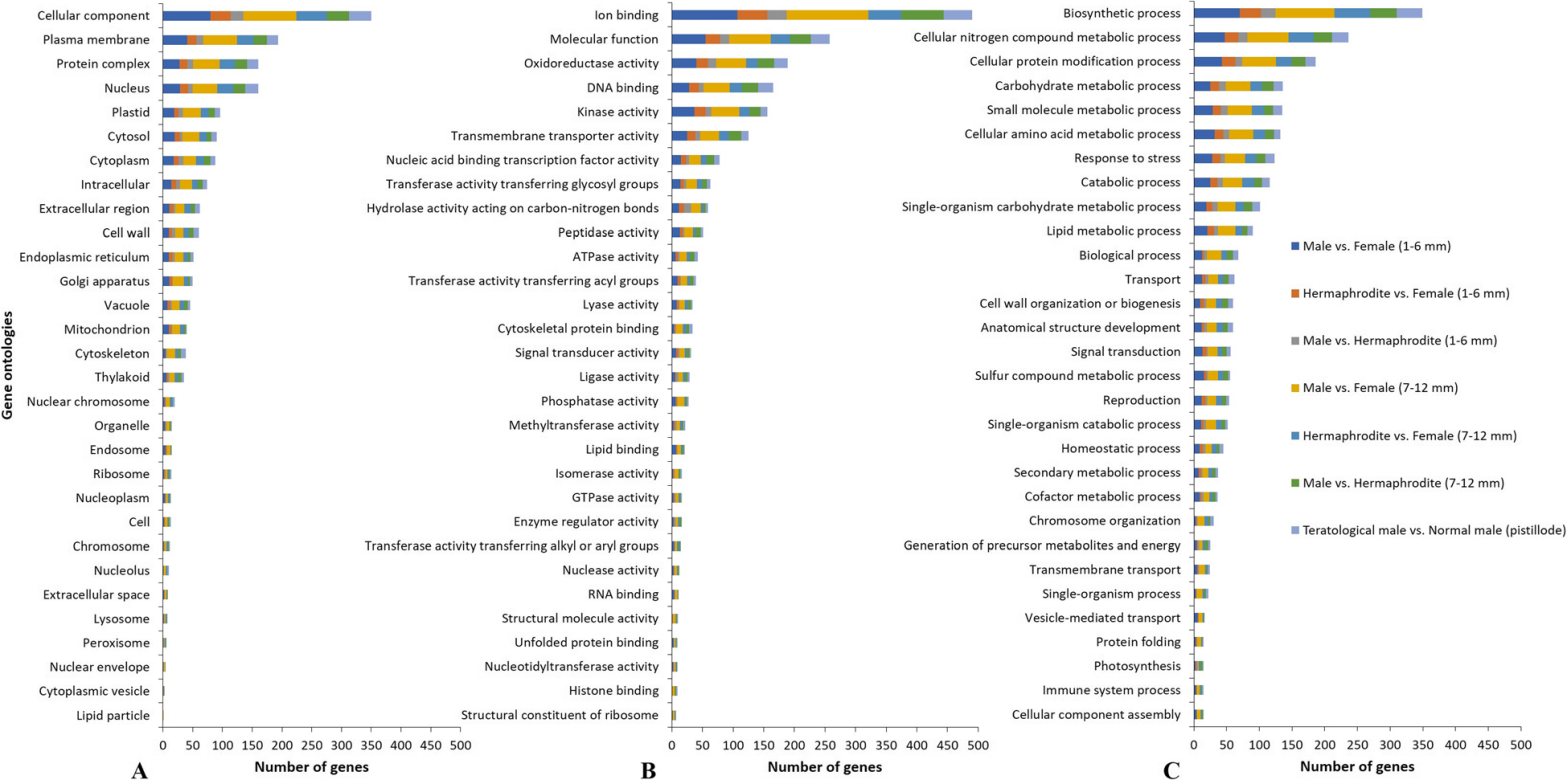
Distribution of annotations for cellular components (**a**), molecular functions (**b**) and biological processes (**c**) for 2117 differentially expressed genes among male, female and hermaphrodite flower buds and between normal male and teratological male samples. Different colors represent the percentage of genes found differentially expressed in each annotation category when doing comparisons among specific samples. Dark blue: Male vs. Female (size: 1–6 mm), Orange: Hermaphrodite vs. Female (size: 1–6 mm), Grey: Male vs. Hermaphrodite (size: 1–6 mm), Yellow: Male vs. Female (size: 7–12 mm), Blue: Hermaphrodite vs. Female (size: 7–12 mm), Green: Male vs. Hermaphrodite (size: 7–12 mm) and Light Blue: Teratological male vs. Normal Male (pistillode)

Among biological process terms: developmental processes, reproduction and embryo development gene annotations were found (Fig. 4c). Within this last category, genes related to flower development processes and floral organ identity were found as differentially expressed (Tables 1, 2 and 3) and will be further discussed. 

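Genes of cell division and growth regulators were lower in male than in female buds of 7–12 mm. Of 9 cell division and chromosome genes in Tables 1 to 3, 7 were lower in males and none was higher, both over all genes and adjusted over the list alone. Cyclin-D3-1, which promotes entry into the cell cycle, had a log2 fold change of -1.68 (standard error 0.19, adjusted p = 0.000103 from edgeR's quasi-likelihood test). The topoisomerase gene TOP2 had -1.98 (standard error 0.21, adjusted p = 7.96e-05 from the same test) and the kinesin gene KIFC1 -1.96. The histone H3 isoforms 1 and 2, which may share reads, had -1.27 and -1.51. In the smaller buds the log2 fold changes of the 9 genes ran from 0.07 to 0.93, and 8 of the 9 passed the test of the difference between the sizes, all but RAD50. The call of NCAPD3 among the 8 was lost without female 1–6 mm replicate 1 or 2 (adjusted p = 0.116 and 0.0638), female 7–12 mm replicate 1 (0.0937) or male 1–6 mm replicate 1 or 2 (0.0683 and 0.0720). Of 6 AP2-like and WOX genes, which promote organ growth and meristem activity, 5 were lower in males at 7–12 mm (5 adjusted over the list alone), and AP2 did not pass the test. AIL1 was lower at both sizes, by -1.89 at 1–6 mm and -2.77 at 7–12 mm (adjusted p = 0.00347 and 0.000371 from the same test). Against hermaphrodites of 7–12 mm, 4 cell division genes and 3 AP2-like and WOX genes were lower in males. Without hermaphrodite 7–12 mm replicate 1, the calls of Shugoshin-1-like, ANT (evm.model.supercontig_129.70) and WOX4 among these were lost (adjusted p = 0.0604, 0.187 and 0.0528), as was that of ANT without male 7–12 mm replicate 2 (0.115). The study chose these genes on the same samples, so their counts are not independent evidence.

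**Figure D2:**
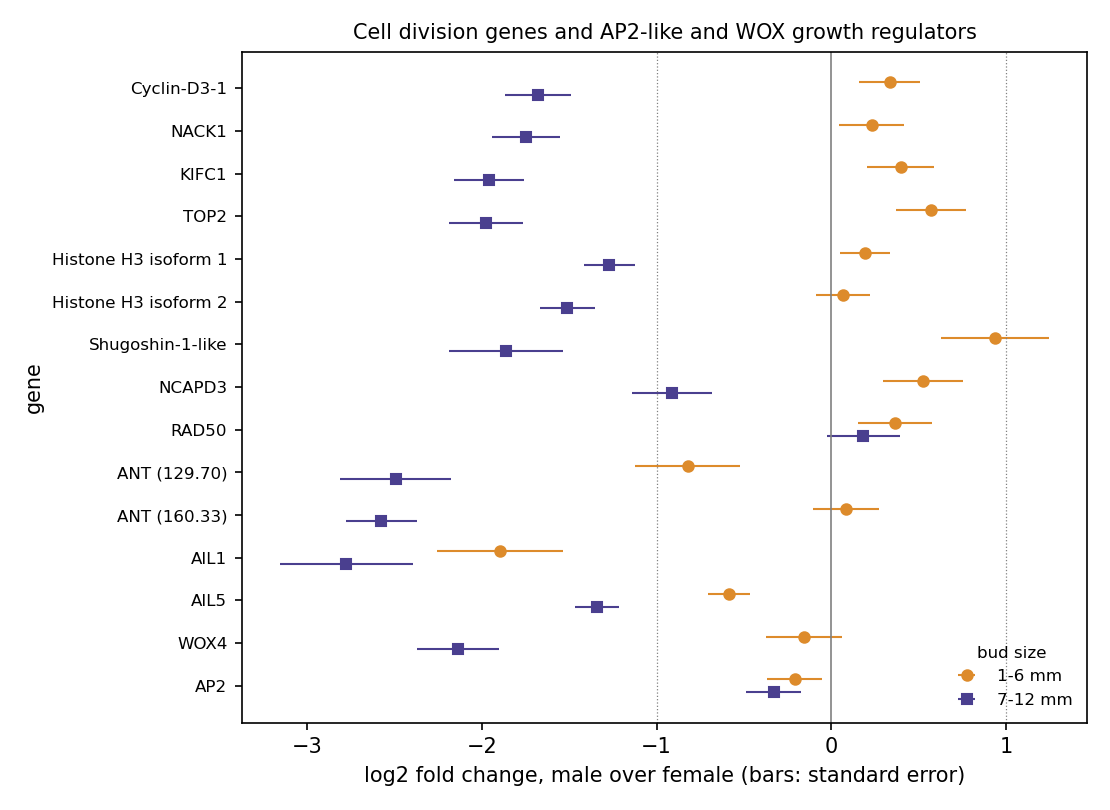
Log2 fold change of male over female buds for 9 cell division genes and 6 AP2-like and WOX genes, with the standard error, at 1–6 mm (circles) and 7–12 mm (squares). At 7–12 mm, 7 of the 9 and 5 of the 6 genes lie beyond the dotted line at -1.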

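Among the other genes of Tables 1 to 3, those listed under brassinosteroid synthesis and under auxin moved in both directions. Of 4 brassinosteroid genes, CYP90B1-like was higher and CYP85A2 lower in males than in females of 7–12 mm. CYP90B1-like had a log2 fold change of 1.73 (standard error 0.24, adjusted p = 0.000363 from edgeR's quasi-likelihood test). CYP85A2 had 19 and 8 counts in females and 0 in males, at least 8.04-fold lower (adjusted p = 0.00992 from the same test, and 0.0596 without male 7–12 mm replicate 1). Of 5 genes listed under auxin, the ubiquitin ligase gene XBAT32/33 was higher, and the VAN3-binding protein gene and PINOID 2 were lower in males. The paper describes XBAT32/33 only as a ubiquitin ligase, so the rise in this list rests on a gene it does not tie to auxin. Of 6 genes listed under cell wall, 3 were higher and 1 was lower in males, and 5 were higher and 1 was lower in hermaphrodites. The list includes GPAT1, which encodes a glycerol-3-phosphate acyltransferase and is not itself a cell wall gene. The xylan synthase gene was the lower one, by -2.30 in males (adjusted p = 5.35e-05). The higher ones in males each passed or failed with a single library. GPAT1 had an adjusted p of 0.0527 and 0.0538 without female 7–12 mm replicate 1 or 2, CSLD1 of 0.0872 and 0.0692 without female 7–12 mm replicate 2 or male 7–12 mm replicate 1, and the glucan endo-1,3-beta-glucosidase-like gene of 0.0650 without female 7–12 mm replicate 1. In hermaphrodites, only GPAT1 of the 5 kept its call without female 7–12 mm replicate 1. There Callose synthase 10, CSLD1 and the glucan endo-1,3-beta-glucosidase-like gene had an adjusted p of 0.136, 0.0555 and 0.124, and Expansin-like A2 (0.88) and the xylan synthase gene (-0.85) fell under 2-fold. Callose synthase 10 and CSLD1 were also lost without female 7–12 mm replicate 2 (0.101 and 0.118) or hermaphrodite 7–12 mm replicate 1 (0.0981 and 0.0922) or 2 (0.102 and 0.0837). Of 32 further genes, 9 were higher and 7 lower in males at 7–12 mm (10 and 8 adjusted over the list alone), and 5 were higher and 11 lower at 1–6 mm (5 and 12). Without female 1–6 mm replicate 1, RKS1 (0.97), PAT1 (-0.92), Potassium transporter 4 (-0.95) and bZIP53 (-0.94) fell under 2-fold at 1–6 mm, and CYP83B1, Beta-glucosidase 27-like and UPBEAT1 were lost (adjusted p = 0.0741, 0.101 and 0.0615). CRCK2, a receptor-like kinase gene, was higher at 7–12 mm by 2.01, and CYP83B1, an enzyme of indole glucosinolate synthesis, was lower by -3.16 (adjusted p = 2.56e-05 and 0.000367). These lists too were drawn from the study's own tables.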

None of the genes mapped to the available papaya sex chromosome sequences (X, Y or Y^h^), which means that the genes found in this study as differentially expressed among sex-types are not ultimately responsible for sex determination in papaya, but instead might contribute to correct sex expression or development of sex flower organs. Interestingly, the gene which showed the highest fold change between male, hermaphrodite and female flower buds was ‘evm.model.supercontig_2.119’ identified as a PHD-type plant homeodomain protein (PHD finger protein MALE STERILITY 1) (Tables 1 and 2).

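CpMS1, which encodes a PHD finger protein, had 1027 and 43 counts in male buds of 1–6 mm and 0 in both female libraries of that size. This is 31.5 ± 36.0 CPM (SD, n = 2) and at least 312-fold higher than in females, with a fitted log2 fold change of 11.50 (standard error 2.33, adjusted p = 0.017 from edgeR's quasi-likelihood test). The bound rests on the counts summed over both male libraries, and most of them are from replicate 1. By CPM, replicate 1 stood above replicate 2 by a log2 ratio of 3.13, so replicate 2 alone would give a far lower bound. Of 1133 genes higher in males at 1–6 mm, 8 had a larger log2 fold change than CpMS1, and none of these is in the paper's tables. In the larger buds, 9 of 1700 genes had a larger one between males and females and 14 of 1497 between hermaphrodites and females. AMS isoform 2 was the 1 gene of the tables among them in both cases. Between hermaphrodites and females of 1–6 mm CpMS1 was not called, with 2 and 0 counts against 0. Fitted changes of genes with almost no counts in females depend on the prior count. The call at 1–6 mm was lost without female replicate 1 or 2 (adjusted p = 0.0766 and 0.0503), with limma-voom (0.202), with the libraries of the comparison alone (0.345) and with libraries thinned to equal totals (0.0703).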

**Table 1:** Genes annotated for developmental processes, reproduction and/or embryo development between female, male and hermaphrodite flower buds (size 1 to 6 mm)

Gene ID	Description	LogCPM	Male vs. Female		Male vs. Hermaphrodite		Hermaphrodite vs. Female	
			FC*	FDR*	FC*	FDR*	FC*	FDR*
evm.model.supercontig_2.119	PHD Finger MALE STERILITY 1	5.87	2835.03	2.99E-02	294.20	1.01E-01	9.64	9.69E-01
evm.model.supercontig_157.32	Glucan endo-1,3-beta-glucosidase-like	5.20	30.13	4.50E-02	19.58	1.69E-01	1.54	9.79E-01
evm.model.supercontig_87.13	PHD Finger MALE MEIOCYTE DEATH 1	0.11	21.62	2.82E-02	1.32	1.00E+ 00	16.44	6.83E-02
evm.model.supercontig_85.48	Probable kinase	1.80	9.14	1.72E-02	1.92	1.00E+ 00	4.77	1.68E-01
evm.model.supercontig_50.85	Glycerol-3-phosphate acyltransferase 1	5.70	6.16	4.05E-02	4.31	2.07E-01	1.43	8.91E-01
evm.model.supercontig_1525.1	Abscisic acid 8-hydroxylase 1	5.22	5.32	1.34E-04	3.72	2.57E-03	1.43	3.48E-01
evm.model.supercontig_6.104	Steroid 22-alpha-hydroxylase/ cytochrome P450 90B1-like	3.97	4.73	2.98E-04	1.24	1.00E+ 00	3.81	3.18E-03
evm.model.supercontig_75.17	E3 ubiquitin-protein ligase XBAT32/33	4.14	3.49	1.02E-03	2.23	1.49E-01	1.56	5.40E-01
evm.model.supercontig_26.241	Cytochrome P450 83B1 (CYP83B1)	4.92	2.54	2.93E-02	1.12	1.00E+ 00	2.26	6.18E-02
evm.model.supercontig_427.3	Protein of unknown function (DUF642)	6.77	2.40	1.64E-04	−1.41	3.79E-01	3.38	2.66E-05
evm.model.supercontig_27.166	G-type lectin S-receptor-like serine threonine-kinase RKS1	4.48	2.09	4.30E-02	1.72	4.07E-01	1.21	8.95E-01
evm.model.supercontig_6.12	Pentatricopeptide repeat-containing protein chloroplastic	5.38	2.02	3.09E-03	1.57	1.58E-01	1.29	5.27E-01
evm.model.supercontig_26.316	Floral homeotic protein PISTILLATA	6.99	1.83	4.97E-03	−1.17	1.00E+ 00	2.14	1.44E-03
evm.model.supercontig_16.181	Condensin-2 complex subunit D3 (NCAPD3)	4.54	1.44	5.41E-01	−1.76	3.23E-01	2.53	5.09E-03
evm.model.supercontig_44.60	Transcription factor MYB4-like	1.68	1.16	9.91E-01	8.43	6.06E-02	−7.25	4.32E-02
evm.model.supercontig_59.35	Ammonium transporter 1 member 2	7.05	−1.42	1.95E-01	1.45	3.10E-01	−2.06	7.87E-04
evm.model.supercontig_13.86	Tetraspanin-11 related	2.43	−1.95	6.84E-01	−7.74	1.92E-02	3.96	1.02E-01
evm.model.supercontig_12.194	Scarecrow-like transcription factor PAT1	7.00	−2.09	2.49E-04	−1.62	8.51E-02	−1.29	4.66E-01
evm.model.supercontig_70.45	Potassium transporter 4	7.87	−2.10	2.55E-03	−1.21	1.00E+ 00	−1.73	1.72E-02
evm.model.supercontig_33.178	Calmodulin	9.88	−2.12	7.14E-04	−1.97	5.38E-03	−1.07	9.75E-01
evm.model.supercontig_8.181	Sterol 3-beta-glucosyltransferase UGT80A2	7.17	−2.14	6.60E-04	−1.50	2.37E-01	−1.43	1.93E-01
evm.model.supercontig_18.43	bZIP transcription factor 53	6.73	−2.15	1.32E-04	−1.54	1.42E-01	−1.40	2.19E-01
evm.model.supercontig_27.172	G-type lectin S-receptor-like serine threonine- kinase B120	4.56	−2.20	1.84E-02	−1.21	1.00E+ 00	− 1.82	1.27E-01
evm.model.supercontig_52.111	VAN3-binding/Auxin canalisation (Auxin canalis)	5.61	−2.22	5.19E-04	−1.64	6.37E-02	−1.35	2.98E-01
evm.model.supercontig_132.29	E3 ubiquitin- ligase COP1-like/ Protein suppressor of PHYA-105 1	4.30	−2.22	3.88E-02	1.09	1.00E+ 00	−2.43	2.14E-02
evm.model.supercontig_6.349	Thioredoxin reductase 2-like	5.96	−2.50	8.72E-05	−1.67	3.59E-02	−1.50	7.78E-02
evm.model.supercontig_18.81	Transcription factor UPBEAT1	2.86	−3.24	1.12E-01	−5.37	2.85E-02	1.66	7.36E-01
evm.model.supercontig_25.116	AP2-like ethylene-responsive transcription factor AIL1	2.96	−3.71	4.92E-02	−1.19	1.00E+ 00	− 3.11	1.24E-01
evm.model.supercontig_160.4	Receptor kinase HAIKU2	9.55	−3.71	9.38E-04	−1.95	1.01E-01	−1.90	5.32E-02
evm.model.supercontig_49.19	Abscisic acid 8 -hydroxylase 4	3.51	−4.53	5.74E-03	−6.17	7.33E-03	1.36	8.60E-01
evm.model.supercontig_444.5	Beta-glucosidase 27-like	1.15	−10.02	2.50E-02	−5.43	3.00E-01	−1.85	8.20E-01
evm.model.supercontig_189.36	Beta-glucosidase 32-like	2.34	−17.19	7.54E-03	−3.89	3.65E-01	−4.42	1.15E-01
evm.model.supercontig_1.155	Cytochrome P450 85A-like/ Brassinosteroid-6-oxidase 2 (CYP85A2, BR6OX2)	−0.77	−60.77	3.13E-02	−8.79	7.56E-01	−6.91	2.89E-01

^a^Differentially expressed genes parameters: Fold-Change (FC) > 2 or < − 2 and a False Discovery Rate (FDR) < 0.05

**Table 2:** Genes annotated for developmental processes, reproduction and/or embryo development between female, male and hermaphrodite flower buds (size 7 to 12 mm)

Gene ID	Description	LogCPM	Male vs. Female		Male vs. Hermaphrodite		Hermaphrodite vs. Female	
			FC*	FDR*	FC*	FDR*	FC*	FDR*
evm.model.supercontig_2.119	PHD Finger MALE STERILITY 1	5.87	3350.22	7.72E-03	1.07	1.00E+ 00	3118.56	8.87E-03
evm.model.supercontig_157.32	Glucan endo-1,3-beta-glucosidase-like	5.20	75.59	1.38E-02	2.31	7.94E-01	32.78	3.33E-02
evm.model.supercontig_72.35	Egg cell secreted protein-like	−0.25	56.37	2.66E-02	3.13	6.71E-01	18.04	1.04E-01
evm.model.supercontig_3.299	Cellulose synthase–like protein D1	−0.33	23.88	4.03E-02	1.33	1.00E+ 00	17.98	6.28E-02
evm.model.supercontig_182.26	Cytokinin dehydrogenase 6	0.95	17.90	8.92E-03	8.14	9.47E-02	2.20	7.73E-01
evm.model.supercontig_14.52	Actin cross-linking (DUF569)	0.94	13.07	1.28E-02	6.39	1.35E-01	2.05	7.61E-01
evm.model.supercontig_50.85	Glycerol-3-phosphate acyltransferase 1	5.70	10.39	1.30E-02	−1.20	1.00E+ 00	12.49	1.04E-02
evm.model.supercontig_1525.1	Abscisic acid 8-hydroxylase 1	5.22	9.79	2.90E-05	−1.67	1.26E-01	16.31	1.38E-05
evm.model.supercontig_85.48	Probable kinase	1.80	8.78	1.07E-02	1.21	1.00E+ 00	7.24	2.39E-02
evm.model.supercontig_11.32	Calmodulin-binding receptor-like cytoplasmic kinase 2	4.72	4.03	2.88E-05	1.22	9.77E-01	3.31	8.43E-05
evm.model.supercontig_6.104	Steroid 22-alpha-hydroxylase /cytochrome P450 90B1-like	3.97	3.31	5.19E-03	1.19	1.00E+ 00	2.78	2.40E-02
evm.model.supercontig_27.166	G-type lectin S-receptor-like serine threonine-kinase RKS1	4.48	3.22	2.73E-04	1.88	1.41E-01	1.71	1.98E-01
evm.model.supercontig_89.64	Homeobox-leucine zipper HAT4-like	5.04	3.20	1.94E-05	1.67	1.14E-01	1.92	1.64E-02
evm.model.supercontig_75.17	E3 ubiquitin-protein ligase XBAT32/33	4.14	2.97	4.10E-03	−1.35	9.01E-01	4.02	2.85E-04
evm.model.supercontig_26.316	Floral homeotic protein PISTILLATA	6.99	2.80	1.39E-04	1.30	5.57E-01	2.16	1.03E-03
evm.model.supercontig_26.81	Protein GIGANTEA	7.41	2.51	3.21E-03	1.48	2.67E-01	1.70	6.18E-02
evm.model.supercontig_26.82	GIGANTEA-like	9.07	2.50	1.54E-04	1.40	3.04E-01	1.78	7.36E-03
evm.model.supercontig_23.39	UDP-sugar transporter/Solute carrier family 35 (SLC35D)	4.45	2.38	9.96E-03	1.60	4.23E-01	1.49	4.23E-01
evm.model.supercontig_44.60	Transcription factor MYB4-like	1.68	2.22	5.37E-01	8.95	2.66E-02	−4.03	1.88E-01
evm. TU.contig_29408.2	Metal-nicotianamine transporter YSL3	6.63	2.11	1.14E-04	1.47	1.46E-01	1.43	1.33E-01
evm.model.supercontig_87.13	PHD Finger MALE MEIOCYTE DEATH 1	0.11	1.98	8.37E-01	−8.14	1.53E-01	16.08	2.38E-02
evm.model.supercontig_1.61	Serine threonine-kinase STY46	4.67	1.96	3.69E-02	1.16	1.00E+ 00	1.68	1.54E-01
evm.model.supercontig_20.162	Expansin-like A2	6.35	1.38	1.94E-01	−1.47	1.35E-01	2.03	7.58E-04
evm.model.supercontig_13.86	Tetraspanin-11 related	2.43	−1.01	1.00E+ 00	−7.96	7.60E-03	7.87	4.14E-03
evm. TU.contig_30608.1	CRABS CLAW/ HMG-box domain (HMG box 2)	7.20	−1.50	9.34E-02	1.50	1.80E-01	−2.25	2.14E-03
evm.model.supercontig_97.108	Epidermis-specific secreted glyco EP1-like/ COMITIN	4.66	−1.58	2.26E-01	1.71	2.10E-01	−2.71	8.29E-04
evm.model.supercontig_4.62	Callose synthase 10	4.99	−1.59	3.28E-01	−3.62	1.35E-02	2.28	5.43E-02
evm.model.supercontig_27.172	G-type lectin S-receptor-like serine threonine- kinase B120	4.56	−1.76	1.26E-01	1.21	1.00E+ 00	−2.13	2.44E-02
evm.model.supercontig_16.181	Condensin-2 complex subunit D3 (NCAPD3)	4.54	−1.88	8.63E-02	−2.97	2.11E-03	1.58	2.84E-01
evm.model.supercontig_115.9	Transcription factor HY5	5.54	−1.92	1.10E-03	1.05	1.00E+ 00	−2.01	4.61E-04
evm.model.supercontig_75.60	Protein kinase PINOID 2	5.61	−2.09	1.61E-04	1.25	7.16E-01	−2.61	1.97E-05
evm.model.supercontig_12.194	Scarecrow-like transcription factor PAT1	7.00	−2.13	1.63E-04	−2.10	5.92E-04	−1.01	9.96E-01
evm.model.supercontig_132.29	E3 ubiquitin- ligase COP1-like/ Protein suppressor of PHYA-105 1	4.30	−2.18	4.00E-02	−1.06	1.00E+ 00	−2.06	6.58E-02
evm.model.supercontig_621.3	Major facilitator protein/ Spinster homolog 3	4.27	−2.31	2.98E-02	−1.57	5.77E-01	−1.47	5.17E-01
evm.model.supercontig_84.92	Histone H3 isoform 1	6.36	−2.41	1.58E-04	−1.08	1.00E+ 00	−2.24	3.17E-04
evm.model.supercontig_233.1	AP2-like ethylene-responsive transcription factor AIL5	5.82	−2.54	4.40E-05	−2.28	2.83E-04	−1.11	8.64E-01
evm.model.supercontig_84.93	Histone H3 isoform 2	5.65	−2.85	8.95E-05	1.07	1.00E+ 00	−3.04	7.75E-05
evm.model.supercontig_97.109	COMITIN	2.68	−2.92	2.89E-01	−6.83	2.47E-02	2.34	3.89E-01
evm.model.supercontig_200.13	Cyclin-D3–1	4.91	−3.19	1.38E-04	−2.75	9.81E-04	−1.16	8.45E-01
evm.model.supercontig_3.468	Kinesin-like protein NACK1	4.73	−3.35	1.45E-04	−2.25	1.57E-02	−1.49	3.23E-01
evm.model.supercontig_53.153	Shugoshin-1-like/ Shugosin C terminus	3.12	−3.63	3.33E-02	−3.09	1.28E-01	−1.17	9.58E-01
evm.model.supercontig_81.9	Kinesin family member C1 (KIFC1)	5.45	−3.88	8.46E-05	−1.83	2.73E-02	−2.12	3.39E-03
evm.model.supercontig_125.26	DNA topoisomerase 2 (TOP2)	5.65	−3.93	1.03E-04	−1.80	3.67E-02	−2.18	3.47E-03
evm.model.supercontig_21.170	WUSCHEL-related homeobox 4	4.45	−4.38	1.31E-04	−2.32	3.59E-02	−1.89	9.26E-02
evm.model.supercontig_151.45	1,4-beta-D-xylan synthase	5.73	−4.90	6.66E-05	−2.18	1.27E-02	−2.25	4.04E-03
evm.model.supercontig_160.4	Receptor kinase HAIKU2	9.55	−5.04	2.34E-04	−2.55	1.29E-02	−1.98	3.24E-02
evm.model.supercontig_129.70	AP2-like ethylene-responsive transcription factor ANT	4.92	− 5.60	3.90E-04	−2.22	6.02E-02	−2.52	1.30E-02
evm.model.supercontig_18.81	Transcription factor UPBEAT1	2.86	−5.65	7.56E-03	−4.53	4.53E-02	−1.25	9.29E-01
evm.model.supercontig_160.33	AP2-like ethylene-responsive transcription factor ANT	5.37	−5.94	1.66E-05	−1.42	3.44E-01	−4.19	6.01E-05
evm.model.supercontig_52.111	VAN3-binding/Auxin canalisation (Auxin canalis)	5.61	−6.01	4.68E-06	−1.96	4.19E-03	−3.06	6.53E-05
evm.model.supercontig_25.116	AP2-like ethylene-responsive transcription factor AIL1	2.96	−6.82	1.68E-03	1.67	9.08E-01	−11.43	1.37E-04
evm.model.supercontig_26.241	Cytochrome P450 83B1 (CYP83B1)	4.92	−8.81	4.39E-04	−8.42	1.36E-03	−1.05	9.87E-01
evm.model.supercontig_444.5	Beta-glucosidase 27-like	1.15	−20.46	9.46E-03	−6.73	2.02E-01	−3.04	3.87E-01
evm.model.supercontig_1.155	Cytochrome P450 85A-like/ Brassinosteroid-6-oxidase 2 (CYP85A2, BR6OX2)	−0.77	−104.77	1.73E-02	−8.57	6.54E-01	−12.22	7.15E-02

^a^Differentially expressed genes parameters: Fold-Change (FC) > 2 or < −2 and a False Discovery Rate (FDR) < 0.05

**Table 3:** Genes annotated for developmental processes, reproduction and/or embryo development between normal and teratological male

Gene ID	Description	LogCPM	Normal male vs. Teratological male	
			FC*	FDR*
evm.model.supercontig_6.104	Steroid 22-alpha-hydroxylase /cytochrome P450 90B1-like	3.97	5.91	8.19E-03
evm.model.supercontig_1525.1	Abscisic acid 8-hydroxylase 1	5.22	4.89	1.30E-02
evm.model.supercontig_427.3	Protein of unknown function (DUF642)	6.77	4.33	3.66E-04
evm.model.supercontig_26.316	Floral homeotic protein PISTILLATA	6.99	3.62	1.79E-02
evm.model.supercontig_70.45	Potassium transporter 4	7.87	3.45	4.35E-03
evm. TU.contig_30608.1	CRABS CLAW/ HMG-box domain (HMG box 2)	7.20	3.04	8.59E-03
evm.model.supercontig_7.3	Auxin response factor 3	5.25	2.79	6.33E-03
evm.model.supercontig_2.240	DELLA GAIP-B-like	7.10	−2.16	4.21E-02
evm.model.supercontig_55.116	Floral homeotic protein APETALA 2	6.93	−2.41	1.21E-02
evm.model.supercontig_233.1	AP2-like ethylene-responsive transcription factor AIL5	5.82	−2.63	2.89E-03
evm.model.supercontig_157.48	DNA repair protein RAD50	5.43	−2.76	4.12E-02
evm.model.supercontig_81.9	Kinesin family member C1 (KIFC1)	5.45	−2.83	2.85E-02
evm.model.supercontig_200.13	Cyclin-D3–1	4.91	−2.85	4.18E-02
evm.model.supercontig_52.111	VAN3-binding/Auxin canalisation (Auxin canalis)	5.61	−3.44	2.52E-03
evm.model.supercontig_6.188	3-epi-6-deoxocathasterone 23-monooxygenase (CYP90C1, ROT3)	7.20	−3.90	1.30E-03
evm.model.supercontig_3.468	Kinesin-like protein NACK1	4.73	−4.49	6.47E-03
evm.model.supercontig_129.70	AP2-like ethylene-responsive transcription factor ANT	4.92	−4.92	1.97E-02
evm.model.supercontig_127.38	BTB POZ domain-containing NPY1	5.96	−5.36	1.83E-03
evm.model.supercontig_151.45	1,4-beta-D-xylan synthase	5.73	−5.86	2.76E-03
evm.model.supercontig_125.26	DNA topoisomerase 2 (TOP2)	5.65	−6.34	2.24E-03
evm.model.supercontig_84.93	Histone H3	5.65	−6.46	1.93E-03
evm.model.supercontig_160.33	AP2-like ethylene-responsive transcription factor ANT	5.37	−6.91	6.53E-04
evm.model.supercontig_20.162	Expansin-like A2	6.35	−7.60	1.86E-04
evm.model.supercontig_84.92	Histone H3	6.36	−7.73	4.59E-04
evm.model.supercontig_19.182	cytochrome P450 90A1 (CYP90A1, CPD)	6.70	−8.65	3.44E-05
evm.model.supercontig_97.108	COMITIN	4.66	−16.92	7.80E-04
evm.model.supercontig_21.170	WUSCHEL-related homeobox 4	4.45	−21.19	3.80E-03
evm.model.supercontig_49.19	Abscisic acid 8 -hydroxylase 4	3.51	−21.94	5.76E-03
evm.model.supercontig_25.116	AP2-like ethylene-responsive transcription factor AIL1	2.96	−60.27	7.64E-04

^a^Differentially expressed genes parameters: Fold-Change (FC) > 2 or < −2 and a False Discovery Rate (FDR) < 0.05

Over-represented Gene Ontology (GO) Slim terms (*p*-value < 0,05; FDR < 0,05) were analyzed using the list of differentially expressed genes for each pairwise comparison among sample groups (Additional file 2: Figure S2, Additional file 3: Figure S3 and Additional file 4: Figure S4), to identify differences involved in flower development (common among all sex-types) and important pathways for correct sex expression. As a result, common cellular component terms identified as over-represented were: integral and intrinsic components of membrane; microtubule and microtubule-associated complex; nucleus; polymeric cytoskeletal fiber; supramolecular complex and fiber; and supramolecular complex, fiber and polymer (Additional file 2: Figure S2, shown in blue). Nevertheless, highly over-represented cellular component terms were: chloroplast thylakoid membrane; plant-type vacuole and plastoglobuli (Additional file 2: Figure S2, showed in red). Common molecular function terms identified as over-represented were: transmembrane transporter activity; ATPase activity; catalytic activity; lyase activity; oxidoreductase activity; and transporter activity (Additional file 3: Figure S3, showed in blue). Highly over-represented molecular function terms were: amide transmembrane transporter activity; ATP-dependent microtubule motor activity, peptide, and oligopeptide transmembrane transporter activity (Additional file 3: Figure S3, showed in red). Common biological process terms identified as over-represented were: microtubule-based movement; response to oxygen-containing compounds; and small molecule metabolic process (Additonal file 4: Figure S4, showed in blue). Highly over-represented biological process terms were: inorganic anion transmembrane transport; jasmonate mediated signaling pathway; regulation of defense response, response to stimulus, response to stress, signal transduction, heat and wounding (Additional file 4: Figure S4, showed in red). These results suggest that differentially expressed genes that participate in processes related to response to stress conditions, response to oxygen-containing compounds and external stimuli, as well, as molecular functions related to transmembrane transport and oxidoreductase activity might be considered important for flower development and correct sex expression in papaya.

### RT-qPCR expression analysis of *CpMS1*

Since the ‘evm.model.supercontig_2.119’ or *CpMS1* gene presented extremely highest Fold Change (FC) among sex types during early and late flower developmental stages, the expression of genes that are reported to regulate MALE STERILITY 1 expression in model plants was also examined (Table 4), *CpMS1* over-expression was validated by qPCR in male flower buds and other characteristics of this gene were explored.

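The genes of Table 4, which the study chose by orthology to regulators of MALE STERILITY 1, were mostly higher in male than in female buds of 7–12 mm. Of 13 genes, 9 were higher in males, 2 lower and 2 did not pass the test, with the same counts adjusted over the list alone. In the smaller buds, 5 were higher and 1 was lower in males, and 6 were higher and 1 was lower in hermaphrodites. Between hermaphrodites and females of 7–12 mm, 8 were higher and 0 lower by edgeR's quasi-likelihood test. Between males and hermaphrodites of 7–12 mm, 1 was higher and 3 were lower in males. Without male 7–12 mm replicate 1 or 2 or hermaphrodite 7–12 mm replicate 1, none of the 3 calls was left. In these settings SPL/NZZ had an adjusted p of 0.175, 0.0867 and 0.306, and AMS isoform 1 of 0.170, 0.127 and 0.188. TPD1 had 0.101 and 0.0583 without the male libraries, and without the hermaphrodite library it did not pass either, at a log2 fold change of -1.06. Both genes lower in males than in females of 7–12 mm were lost without male 7–12 mm replicate 1, EMS1/EXS-like at 0.0921 and TPD1 at 0.0987. Over females in hermaphrodites of 7–12 mm, DYT was lost without female or hermaphrodite 7–12 mm replicate 1 (0.172 and 0.0574), and PI fell under 2-fold without replicate 2 of either. Of the stamen initiation genes at 7–12 mm, AP3 isoform 1 was higher in males than in females by a log2 fold change of 1.98 (standard error 0.13, adjusted p = 4.61e-06 from the same test). CLV1, a receptor kinase gene of the floral meristem, was higher by 1.17 in males and 1.29 in hermaphrodites (adjusted p = 0.000947 and 0.0006). RPK2, a receptor-like kinase gene, was lower in hermaphrodites than in females of 1–6 mm by -1.17 (adjusted p = 0.000707). SEP3 had a log2 fold change of 0.33 between males and females of 7–12 mm (adjusted p = 0.342). The reads of the AMS and AP3 isoforms may be shared, since a read was counted at each place it aligned to.

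**Figure D3:**
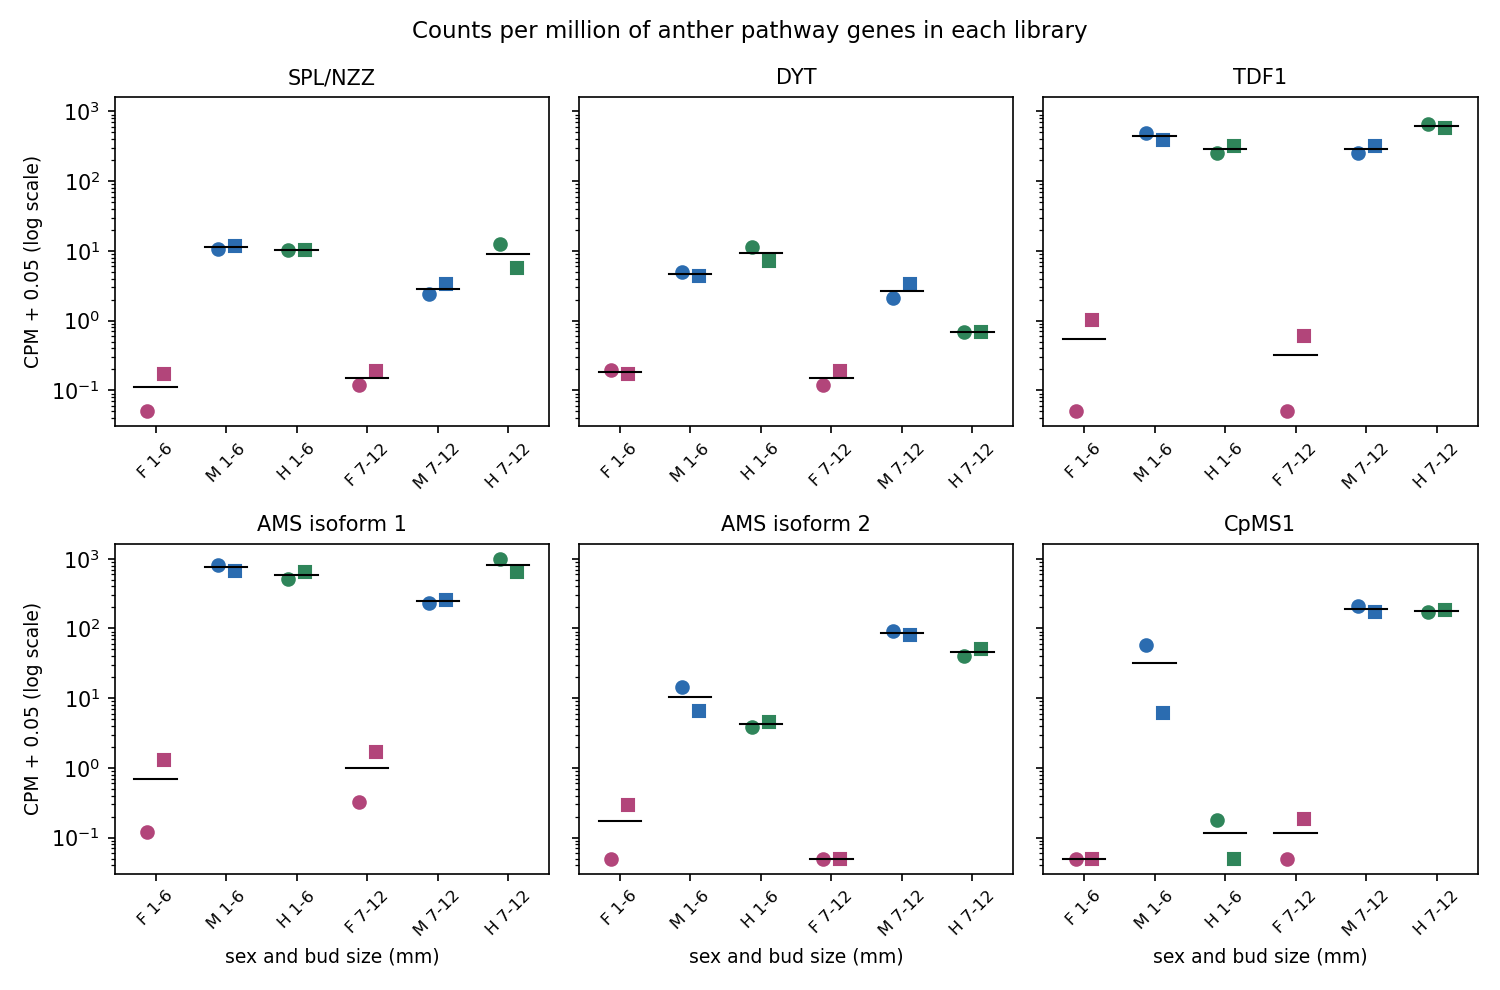
CPM of 6 anther genes in each library on a log scale, with 0.05 added, for female (F), male (M) and hermaphrodite (H) buds of 1–6 and 7–12 mm. (circles replicate 1, squares replicate 2, lines the mean). Every gene has at most 12 counts in any female library, and CpMS1 has 2 and 0 counts in hermaphrodite buds of 1–6 mm.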

**Table 4:** Sampling of genes known to regulate the expression of MS1 in *Arabidopsis* and identified ortholog expression in papaya flower buds

Gene ID	Description	Anther development stage	LogCPM	Flower bud size from 1 to 6 mm						Flower bud size from 7 to 12 mm					
				Male vs. Female		Male vs. Hermaphrodite		Hermaphrodite vs. Female		Male vs. Female		Male vs. Hermaphrodite		Hermaphrodite vs. Female	
				FC*	FDR*	FC*	FDR*	FC*	FDR*	FC*	FDR*	FC*	FDR*	FC*	FDR*
evm.model.supercontig_43.78	MADS BOX Protein SEPALLATA 3 (SEP3)	Stamen initiation	7.58	1.39	3.50E-01	−1.35	7.26E-01	1.87	4.22E-02	1.26	5.28E-01	−1.15	9.94E-01	1.45	2.26E-01
evm.model.supercontig_26.309	Leucine-rich receptor-like protein kinase CLAVATA 1 (CLV1)		4.11	1.79	2.88E-01	1.09	1.00E+ 00	1.64	4.48E-01	2.25	5.35E-02	−1.09	1.00E+ 00	2.45	2.94E-02
evm.model.supercontig_26.316	Floral homeotic protein PISTILLATA (PI)		6.99	1.83	4.97E-03	−1.17	1.00E+ 00	2.14	1.44E-03	2.80	1.39E-04	1.30	5.57E-01	2.16	1.03E-03
evm.model.supercontig_6.199	Floral homeotic protein APETALA 3 (AP3) isoform 1		8.01	1.66	2.51E-02	1.04	1.00E+ 00	1.60	5.06E-02	3.95	4.91E-06	1.78	1.36E-02	2.22	1.28E-04
evm.model.supercontig_6.202	Floral homeotic protein APETALA 3 (AP3) isoform 2		7.19	1.22	6.76E-01	−1.19	1.00E+ 00	1.45	1.63E-01	2.23	6.88E-05	1.37	3.54E-01	1.62	2.98E-02
evm.model.supercontig_12.16	Transcription factor Sporocyteless/Nozzle (SPL/NZZ)	Archesporial initiation	2.34	188.33	8.27E-05	1.10	1.00E+ 00	171.97	1.09E-04	26.51	8.87E-04	−3.25	2.58E-01	86.26	1.45E-04
evm.model.supercontig_107.30	Leucine-rich repeat receptor kinase EMS1/EXS-like	Tapetal cell fate specification	5.01	−1.44	4.14E-01	−1.35	9.00E-01	−1.07	9.93E-01	−2.36	2.15E-02	−1.44	5.70E-01	−1.63	1.90E-01
evm.model.supercontig_14.179	Leucine-rich repeat receptor-like Serine/Threonine-protein kinase RPK2		6.43	−2.07	1.61E-03	1.09	1.00E+ 00	−2.25	9.85E-04	−1.92	2.85E-03	−1.02	1.00E+ 00	− 1.87	4.01E-03
evm.model.supercontig_4.154	Protein Tapetum Determinant 1 (TPD1)		2.51	1.25	9.65E-01	1.14	1.00E+ 00	1.10	9.99E-01	−3.35	1.33E-01	−4.00	1.19E-01	1.19	9.63E-01
evm. TU.contig_28309.2	Transcription factor DEFECTIVE IN TAPETAL DEVELOPMENT AND FUNCTION 1 (TDF1)	Tapetal development	7.89	1145.31	7.53E-05	1.55	9.49E-01	736.60	1.19E-04	1449.31	7.86E-05	−2.15	2.99E-01	3114.34	6.33E-05
evm.model.supercontig_871.3	Transcription factor DYSFUNCTIONAL TAPETUM (DYT)		1.45	31.93	5.98E-04	−1.96	1.00E+ 00	62.65	6.06E-05	24.86	2.45E-03	4.12	2.93E-01	6.03	1.93E-01
evm.model.supercontig_20.95	Transcription factor ABORTED MICROSPORES-like (AMS) isoform 1	Microspore maturation	8.44	1408.47	6.82E-05	1.29	1.00E+ 00	1088.99	9.40E-05	312.19	1.36E-04	−3.39	7.89E-02	1057.12	7.73E-05
evm.model.supercontig_20.94	Transcription factor ABORTED MICROSPORES-like (AMS) isoform 2		4.43	102.16	5.66E-04	2.61	2.58E-01	39.18	3.61E-03	7461.29	5.04E-05	1.89	3.61E-01	3941.34	9.67E-05

The relative expression or Fold Change (FC) of the PHD finger protein MALE STERILITY 1 was obtained by qPCR and compared among sex-types. Interestingly, this male sterility gene (*CpMS1*) did not amplify in the leaf tissue samples of female, hermaphrodite or male plants; which suggests that its expression is specific for flowers (tissue-specific expression). Furthermore, this gene only amplified in hermaphrodite ‘SunUp’ and male ‘AU9’ flowers, which makes its expression specific for plants with male flower organs, and therefore suggests its participation in male flower organ development in papaya. The evaluation of the expression of *CpMS1* by RT-qPCR showed that it was up-regulated in male flowers in comparison with hermaphrodite flowers (Fig. 5a), which might be explained by a different number of flower buds needed for RNA extraction from hermaphrodite than from male plants, due to the considerable difference in size between hermaphrodite flower buds (larger) and male flower buds (smaller) or even due to differences in the developmental stages of the flower buds that composed each sample. No amplification of the *CpMS1* gene was detected in any of the female flower samples, supporting the RNA-Seq results and *CpMS1* participation on male flower organ development.

**Fig. 5:**
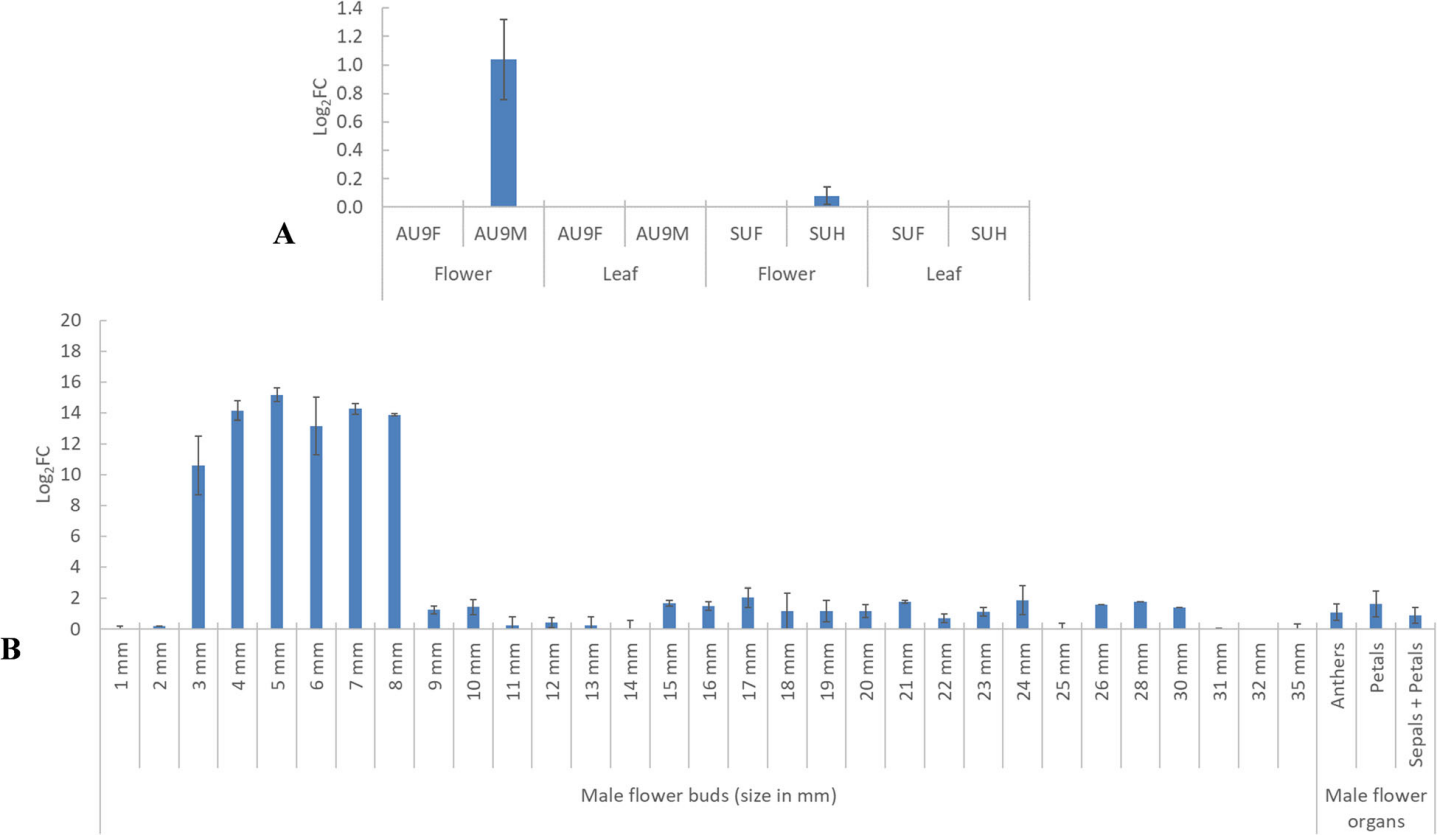
Expression level of *CpMS1* quantified via qRT-PCR in 'AU9' female (AU9F), 'AU9' male (AU9M), 'SunUP' female (SUF) and 'SunUp' hermaphrodite (SUH) flowers compared to leaves (**a**) and on 'AU9' male flower buds of different sizes (mm) and different male flower organs in open male flowers (**b**)

Regarding *CpMS1* expression on papaya male flower buds of different size, the gene was significantly up-regulated in flower buds of 3 to 8 mm but was not significantly up-regulated in smaller flower buds (1 or 2 mm), mature flower buds (from 9 to 35 mm) or flower organs from open male flowers (petals, sepals or anthers) (Fig. 5b). A detailed comparison between male and hermaphrodite flower buds was not possible due to a lack of flower bud material representing all these different developmental stages (1 to 35 mm) from hermaphrodite plants. Regardless of the lack of hermaphrodite flower buds for this analysis, the expression of *CpMS1* was not considered to be significantly different between male and hermaphrodite flower buds according to the previous transcriptome analysis (Tables 1 and 2).

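CpMS1 was not called between male and hermaphrodite buds of 7–12 mm, with a log2 fold change of 0.10 (standard error 0.82, adjusted p = 0.974 from edgeR's quasi-likelihood test). In hermaphrodite buds of 1–6 mm it was almost absent, with 2 and 0 counts, and the male buds of that size held it at a ratio of 423 (95% counting interval 117 to 3500). A counting interval covers the sampling of reads only and leaves out variation between libraries. The male libraries of 1–6 mm themselves differed by a log2 ratio of 3.13, replicate 1 over replicate 2. The fitted log2 fold change of CpMS1 there was 8.20 (standard error 1.79, adjusted p = 0.0458 from the same test). With the replicate number as a block the adjusted p was 0.0585, and the change was then not called. It was 0.233 and 0.184 without hermaphrodite 1–6 mm replicate 1 or 2, 0.0618 with no filter on low counts, 0.312 with limma-voom, 0.214 with the libraries of the comparison alone and 0.124 with thinned libraries. The change of the difference between bud sizes was -8.10 on the log2 scale (standard error 2.11, adjusted p = 0.232), so the sizes are not shown to differ.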

### *CpMS1*: homology analysis and genome location

The sequence of the gene identified as PHD finger protein MALE STERILITY 1 (*CpMS1*) in papaya was analyzed and compared to the MALE STERILITY 1 gene found in other species and since its expression was specific for papaya flowers with male organs, its location in the papaya genome was also explored. *CpMS1* contained a unique PHD zinc finger motif (Cys4-His-Cys3), located between the amino acid positions 605 and 653. This protein was highly homologous to other MS1 proteins cloned in other angiosperms plants: *Arabidopsis thaliana* (*AtMS1*) (53.18% identity), *Oryza sativa* (*OsMS1*) (45.17% identity), *Hordeum vulgare* (*HvMS1*) (43.80% identity) and *Capsicum annum* (*CaMS1*) (29.33% identity) (Fig. 6) and which functions have already been well characterized. This gene was located on an autosome (papaya chromosome 02) and no other hit was found for this gene on the papaya genome using cDNA and genomic data. Nevertheless, a single homolog protein was identified in papaya: PHD Finger MALE MEIOCYTE DEATH 1 (‘evm.model.supercontig_87.13’) or *CpMMD1* (Fig. 6), which was also differentially expressed between male and female flower buds of a size 1–6 mm and hermaphrodite and female flower buds of a size 7–12 mm (Tables 1 and 2) according to the previous transcriptome analysis. However, *CpMMD1* did not group with the rest of the MS1 proteins, which indicates that it might have a different function than the one from *CpMS1* (Fig. 6). 

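CpMMD1, a PHD finger gene related to CpMS1, was higher in male than in female buds of 1–6 mm and in hermaphrodite than in female buds of both sizes. It had 22 and 8 counts in males and 1 and 0 in females of 1–6 mm (95% counting interval of the ratio 4.36 to 1069; log2 fold change 4.44, standard error 0.98, adjusted p = 0.00749 from edgeR's quasi-likelihood test). Over females, hermaphrodites of 1–6 mm had a log2 fold change of 4.05 (adjusted p = 0.0138), lost without female or hermaphrodite 1–6 mm replicate 2 (0.0706 and 0.0516) and with limma-voom (0.0549). In buds of 7–12 mm it had 53 and 11 counts in hermaphrodites and 2 and 1 in females, a ratio of 19.5 (6.39 to 97.2; log2 fold change 4.01, adjusted p = 0.00631 from the same test). That call was lost without female 7–12 mm replicate 1 (adjusted p = 0.0506) or hermaphrodite 7–12 mm replicate 1 (0.0596). Male buds of 7–12 mm had 2 and 3 counts, and their log2 fold change over females was 0.99 (adjusted p = 0.551). Males of that size were lower than hermaphrodites (-3.02, adjusted p = 0.0297), but not without male 7–12 mm replicate 1 or 2 (0.173 and 0.0589) or hermaphrodite 7–12 mm replicate 1 (0.237). Whether the difference between males and females changes with bud size did not pass the test (adjusted p = 0.176). Both PHD finger genes were higher in males at 1–6 mm and in hermaphrodites at 7–12 mm, also adjusted over the list alone. The exons of CpMMD1 lie on both strands, from 434290 to 483278 of scaffold scf7180000007675.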

Unfortunately, the *CpMS1* gene was not classified as a candidate for sex determination, because it amplified using the genomic DNA from the three different sex-types which means that this gene is not located on the Y chromosome (Fig. 7), although its expression was sex-biased (specific to male and hermaphrodite flowers), and its genomic sequence was not different among sex-types.

**Fig. 6:**
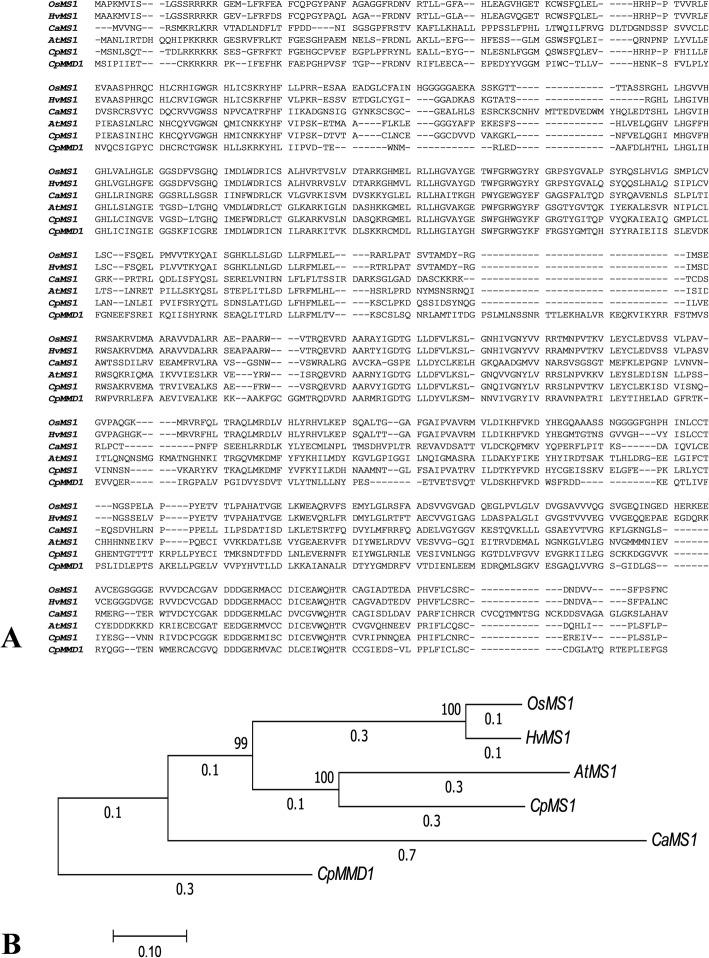
Alignment of MS1 protein sequences from different plant species (**a**) and an evolutionary history tree of *CpMS1* inferred by the Neighbor-Joining method using MEGA7 (**b**)

**Fig. 7:**
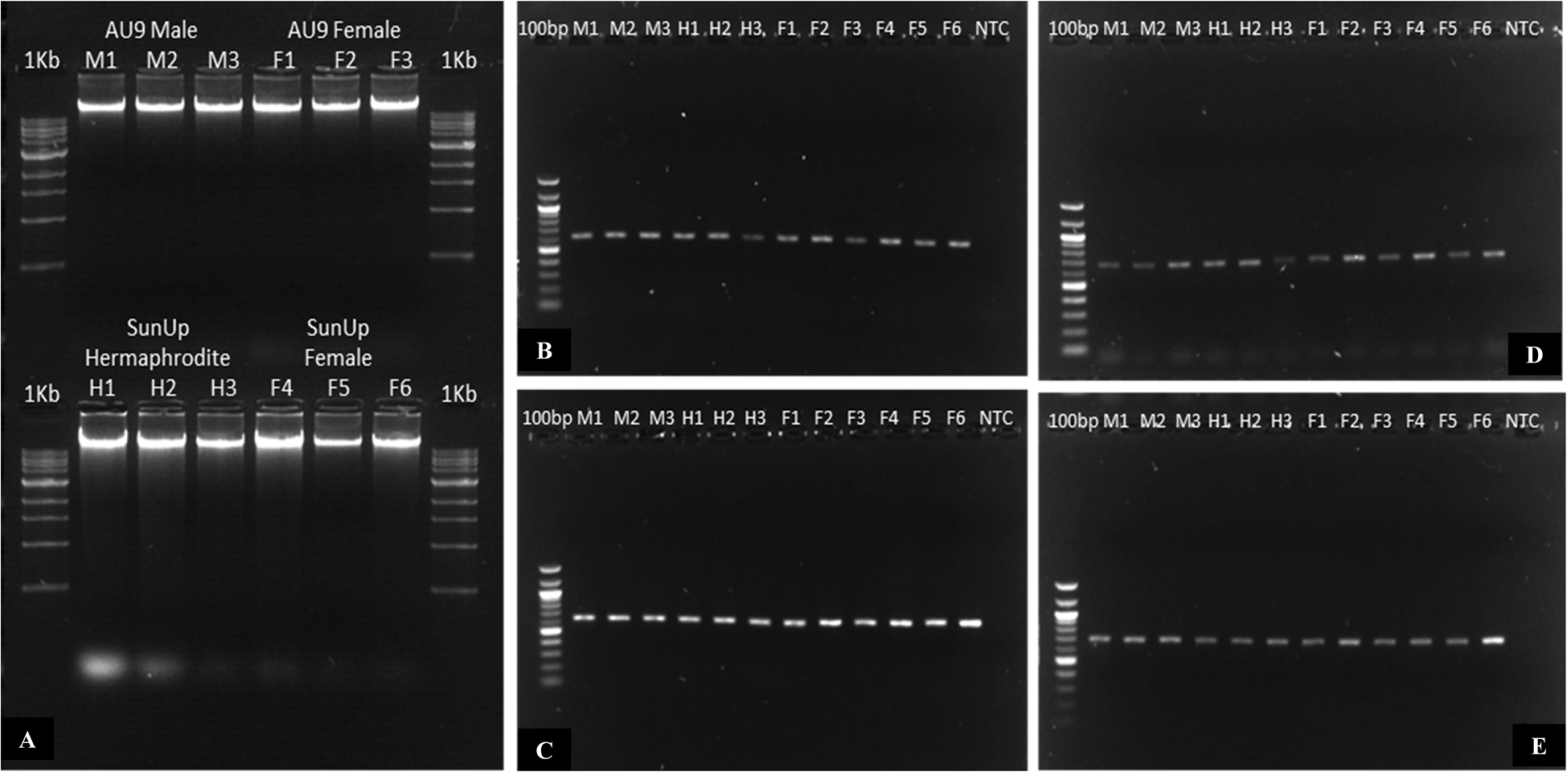
Amplification of *CpMS1* by PCR. **a**. DNA extracted from female, male and hermaphrodite plants. **b**. PCR amplification using primers *CpMS1*–1F and *CpMS1*–1R (up) **c**. PCR amplification using primers *CpMS1*–2F and *Cp MS1*–2R (down). **d**. PCR amplification using primers *CpMS1*–3F and *CpMS1*–3R (up). **e**. PCR amplification using primers *CpMS1*–4F and *CpMS1*–4R (down)

### Co-expression network of anther development pathway genes

A co-expression correlation network was build using all differentially expressed genes and a sub-network was extracted from this network (Additional file 5: Figure S5) using the *CpMS1* gene, the genes identified as orthologs of genes known to regulate the expression of MS1 in *Arabidopsis thaliana* (Table 4) and their first closest neighbors in the total gene network. This correlation subnetwork had 287 nodes and 4127 edges and included 4 clusters of correlated genes (Additional file 5: Figure S5). The first cluster was the biggest, it included 209 nodes and 3462 edges. This cluster also included the *CpMS1* gene, as well as orthologs of the transcription factors: Sporocyteless/Nozzle (SPL/NZZ), DEFECTIVE IN TAPETAL DEVELOPMENT AND FUNCTION 1 and ABORTED MICROSPORES. 

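In the 8 libraries with stamens, AMS isoform 2 rose and fell with CpMS1. Over the 4 male and 4 hermaphrodite libraries, its log2 CPM correlated with that of CpMS1 with r = 0.921 (exact permutation p = 0.000496, adjusted over 13 genes 0.00645) and rho = 0.905 (exact permutation p = 0.00456, adjusted 0.0314). Without the 2 libraries farthest from the median of CpMS1, both hermaphrodite of 1–6 mm, r was 0.927, and it was 0.916 within replicate 1 and 0.929 within replicate 2, with 4 libraries each. AMS isoform 1 had r = -0.210 (exact permutation p = 0.662, adjusted 0.705). SPL/NZZ had r = -0.524 (exact permutation p = 0.169, adjusted 0.300) and rho = -0.381 (exact permutation p = 0.360). TDF1 had r = 0.467 (exact permutation p = 0.242, adjusted 0.349), and 0.00829 without the 2 hermaphrodite libraries. The female libraries, which hold almost no counts of these genes, were left out of the correlations. All 13 genes of Table 4 were tested, and the Benjamini-Hochberg adjustment covers them. The permutations treat the 8 libraries as exchangeable, though replicates share a sex and a bud size. Their p-values can therefore be too small, and a change with bud size in both genes could alone give a high r.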

The second cluster included the orthologs of the transcription factors: PISTILLATA (PI) and APETALA 3 (AP3), with a positive correlation between them. 

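PI and both AP3 isoforms, which together specify petals and stamens, rose and fell together over the 8 male and hermaphrodite libraries. The permutations treat replicates of a group as independent, so their p-values can be too small. PI correlated with AP3 isoform 1 with r = 0.928 (exact permutation p = 0.000446, adjusted over 3 pairs 0.00067) and rho = 0.881 (exact permutation p = 0.00724, adjusted 0.0107). With AP3 isoform 2 it had r = 0.950 (exact permutation p = 9.92e-05, adjusted 0.000298) and rho = 0.976 (exact permutation p = 0.000397). Without replicate 2 of male 1–6 and 7–12 mm, the libraries farthest from the median of PI, r was 0.867 and 0.891. The isoforms of AP3 correlated with r = 0.943 (exact permutation p = 0.00131), and with 0.721 without both male libraries of 7–12 mm, the farthest from the median of AP3 isoform 1 (exact permutation p = 0.114), with 6 libraries left. With CpMS1, PI had r = 0.591 and AP3 isoform 1 r = 0.702 (exact permutation p = 0.125 and 0.0528). The r of PI with CpMS1 was 0.795 without both hermaphrodite libraries of 1–6 mm (exact permutation p = 0.0153, adjusted over 13 genes 0.0497), with 6 libraries left.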

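CLV1 was high and DYT low where CpMS1 was high in the 8 male and hermaphrodite libraries. Replicates of a group count as independent in these permutations too, so the p-values can be too small. CLV1, a receptor kinase gene, correlated with CpMS1 with r = 0.852 (exact permutation p = 0.00925, adjusted over 13 genes 0.0401) and rho = 0.881 (adjusted 0.0314). With a prior count of 0.5 in place of 2, its r was 0.820 (adjusted p = 0.0531), no longer under the threshold. Its r was 0.967 without both hermaphrodite libraries of 1–6 mm, 0.937 within replicate 1 and 0.781 within replicate 2. DYT, a bHLH gene of the young tapetum, had r = -0.787 (exact permutation p = 0.0246, adjusted 0.0800) and rho = -0.857 (exact permutation p = 0.0107, adjusted 0.0348). Without the 2 hermaphrodite libraries its r was -0.598 (exact permutation p = 0.181), with 6 libraries and a narrower range of CpMS1. Within replicates 1 and 2 its r was -0.826 and -0.775.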

The third cluster included the protein CLAVATA 1 (CLV1) and the fourth cluster included the transcription factor DYSFUNCTIONAL TAPETUM (DYT). By analyzing the over-representation of biological process annotations of all the genes found in this sub-network (Additional file 6: Figure S6), the following categories with the highest overrepresentation were found: cellular component assembly involved in morphogenesis, pollen development, pollen wall assembly, external encapsulating structure organization, pollen exine formation and sporopollenin biosynthetic processes (Additional file 6: Figure S6).

## Discussion

Differentially expressed genes among papaya flower sex types were detected at early and late developmental stages. The number of differentially expressed genes between male and female or hermaphrodite and female flowers were higher than the number of differentially expressed genes between male and hermaphrodite flowers. 

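Female buds stood apart from both other sexes in more genes than male or hermaphrodite buds did. In buds of both sizes, 802 genes set females apart from males and from hermaphrodites, 392 higher and 410 lower in females. Males stood apart from both in 207 genes, 66 higher and 141 lower. Hermaphrodites, the 'SunUp' buds, stood apart in 213 genes, 66 higher and 147 lower. The COP1-like/SPA1 gene of light signalling was among the genes higher in females of 1–6 mm, at 32.3 ± 4.06 CPM (SD, n = 2) against 13.2 ± 1.22 in hermaphrodites. UPBEAT1, a bHLH gene, was low in males of 7–12 mm, at 1.75 ± 0.17 CPM against 9.96 ± 3.43 in females and 8.00 ± 0.637 in hermaphrodites. Of the tested genes, 12.8 and 11.7% differed from females in males and hermaphrodites of 1–6 mm and 4.59% between these, and 16.5, 15.3 and 8.58% at 7–12 mm.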

Male and hermaphrodite plants are genetically alike, and both have similar versions of a Y chromosome; which could explain a similar pattern of gene expression observed in their flowers [6, 8]. Furthermore, a similar pattern of expression during early developmental stages makes sense, because male and hermaphrodite flower development is very similar until anthers are developed [9, 10]. Nevertheless, the number of differentially expressed genes practically doubled in the latest developmental stage compared to the early developmental stage between male and hermaphrodite plants, which could potentially explain differences observed among sex types.

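Males and hermaphrodites differed in 1132 genes at 1–6 mm and in 2029 at 7–12 mm with the replicate number as a block, 592 and 1040 of them higher in males. At the adjusted p alone, without the limit of 2-fold, they differed in 2059 and 3633 genes by edgeR's quasi-likelihood test. Such counts do not test a change with bud size. By the interaction term, the difference between males and hermaphrodites changed with bud size for 99 genes. Replicate 2 of hermaphrodites and males of 1–6 mm had the lowest totals of all libraries (4520811 and 6593411 counts), which can lower the count at that size. With 1 library left out at a time, the counts were 559 to 683 at 1–6 mm and 1167 to 1556 at 7–12 mm, so those ranges do not overlap. NCAPD3, a condensin gene, was lower in males by a log2 fold change of -0.81 at 1–6 mm (adjusted p = 0.0474), under 2-fold, and by -1.57 at 7–12 mm (adjusted p = 0.00141, both from the same test). MYB4-like was higher in males at both sizes, by 3.07 at 1–6 mm and 3.16 at 7–12 mm (adjusted p = 0.00327 and 0.00148), so it does not add to the change. Its call at 1–6 mm was lost without both libraries with a high share of unaligned reads, a setting chosen after the data were seen. Against 'AU9' females of 7–12 mm, MYB4-like was lower in hermaphrodites (-2.01, adjusted p = 0.00808 from the same test). Males and females of that size were not called apart (1.15, adjusted p = 0.0647), except with the replicate number as a block (1.26). Sex and cultivar thus cannot be told apart for MYB4-like. The lowest count at 1–6 mm came without male 1–6 mm replicate 1.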

### Differential expression in the anther development pathway

The major finding of this study was a Male Sterility 1 gene (*CpMS1*) highly up-regulated in male and hermaphrodite flower buds compared to female flower buds, with tissue (only flower buds) and developmental specific (expressed in male flower buds of 3 to 8 mm) expression. 

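CpMS1 was high in male and hermaphrodite buds of 7–12 mm and almost absent from female buds. It stood at 192 ± 29.6 CPM (SD, n = 2) in males and 179 ± 6.52 in hermaphrodites, with 2737 and 1157 counts and 2789 and 1461 counts, against 0 and 1 in females. The ratio to females was 4357 (95% counting interval 782 to 172136) in males and 3893 (698 to 153790) in hermaphrodites. The fitted log2 fold changes were 11.71 and 11.61 (standard error 1.77 for both, adjusted p = 0.00458 and 0.00513 from edgeR's quasi-likelihood test). The call in hermaphrodites was lost without female 7–12 mm replicate 1 (adjusted p = 0.0519), and both were lost with limma-voom (0.0832 and 0.0870). Its 3 exons lie from 1412751 to 1414936 on the minus strand of scaffold scf7180000009250, with a coding length of 1985 bases. From its homology with MS1 genes of other plants and its expression pattern, the paper proposes that CpMS1 acts in anther, pollen and tapetum development, downstream of gender specification.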

Since the differential expression of this gene has not been reported in papaya flower buds before, we explored its regulation and discussed features of this gene. Papaya PHD finger protein MALE STERILITY 1 (MS1), was homologous to *Arabidopsis*, paprika, rice, and barley MS1 proteins. This gene belongs to the PHD-finger family of transcriptions factors. In plants, the PHD (PlantHomeoDomain) transcription factors family has been described as important for several plant development processes, such as pollen maturation, embryo meristem initiation, root development, germination and control of flowering time. It is still unknown what is the specific function of this transcription factor in papaya flowers or its regulation mechanism, but proteins with a PHD motif act as epigenomic effectors, which means that they recognize and bind to histone modifications (e.g. histone methylation), and as a result they activate or repress genes [29]. Little is known about the functions of this protein in papaya, but it is a well-studied gene in other angiosperm species. In *Arabidopsis*, this gene (*AtMS1*) has been described as a transcription factor that regulates male gametogenesis, critical for anthers, pollen and tapetum development and it expresses briefly in the tapetal cells during microsporogenesis, just before microspore release [30–34]. In *ms1 Arabidopsis* mutant plants, the tapetum does not develop correctly, it degenerates abnormally, and the pollen cell wall development is affected; therefore, plants are described as male-sterile because their pollen is not viable. This phenotype suggests that MS1 may modify the transcription of tapetal genes participating in pollen cell wall development and tapetal Programmed Cell Death (PCD) [34]. Genes regulated by MS1 are thought to be involved in the pollen cell wall and coat formation, but this gene also regulates transcription factors involved in pollen production and sporopollenin biosynthesis, as well as certain enzymes (Cysteine proteases) [33]. Over-expression of this gene in *Arabidopsis* results in plants that show late flowering, flowering stems with an increased number of branches and flowers with distorted organs and reduced fertility [33]. Orthologs of the MS1 gene in *Arabidopsis* have been described in other plant species: barley (*HvMS1*) [35], rice (*OsMS1*) [36] and paprika (CA05g06780) [37], all with a similar function. Therefore, we hypothesize that *CpMS1* could have a similar function in papaya due to its homology with the MS1 genes in the other plant species, but more studies are needed to test this hypothesis.

It is important to mention that in other dioecious plant species, like garden asparagus (*Asparagus officinalis*) and kiwifruit (*Actinidia* spp.), genes related to early anther development and male sterility have been found as specific candidates for sex determination [38–41]. In asparagus, a transcriptome analysis of male flower buds revealed male-biased expression of several genes involved in pollen microspore and tapetum development [40]. Identifying differentially expressed genes exhibiting biased expression in asparagus allowed to identify the earliest points within the anther development pathway that could be influenced by a sex-determination gene. Harkness et al. (2015) showed that in asparagus, microspore maturation genes were up-regulated in male and supermale plants, while down-regulated in females. Later, a MYB-like gene expressed only in asparagus male flower buds, called MALE SPECIFIC EXPRESSION 1 (MSE1), was identified as the sex-determination gene [38]. This gene is homologous to the DEFECTIVE IN TAPETAL DEVELOPMENT AND FUNCTION 1 (TDF1) or MYB35 gene in *Arabidopsis,* and it is located in the asparagus Y chromosome [38, 41]. In kiwifruit, a fasciclin-like gene, called *Friendly Boy* (*FrBy*) has been identified as a sex- determination gene [39]. This gene is strongly expressed in tapetal cells at early anther developmental stages, which is believed to contribute to tapetum degradation after programmed cell death (PCD) and it is also located on the kiwifruit Y chromosome [39]. Despite the male and hermaphrodite biased expression pattern observed for the *CpMS1* gene, this gene was found to be autosomal, not Y specific (present in male or hermaphrodite Y chromosomes), and therefore it cannot be considered as the candidate Y specific gene for male sex determination in papaya.

Instead, we hypothesize that this gene is playing an important role in male flower organ development, like anther, pollen and tapetum development in early stages of flower development and that it is acting downstream of gender specification. The over-representation of biological processes related to anther and pollen development in the co-expression correlation subnetwork supports our hypothesis. In addition, it has been previously reported that in papaya male flowers, pollen starts to develop in the anthers of flower buds of a size of 0.6 cm (6 mm) and tetrads are already found in buds of 0.7 and 0.85 cm (7 to 8.5 mm) [42]. This period overlaps with the expression pattern of the *CpMS1* (3 to 8 mm). Furthermore, pollen development in papaya has been described to progress at the same pace in all types of pollen-producing flowers, consistently with pollen development in other plants [43, 44]; therefore, up-regulation of *CpMS1* in small flower buds might be required for tapetum and pollen development in emerging anthers. Nevertheless, more studies are necessary to determine the exact role that *CpMS1* is playing in papaya male flower organ development, as well as other genes found as correlated with the MS1 expression in the network.

In *Arabidopsis*, male flower organ development has been extensively studied and involves a complex network interaction of transcription factors that are expressed in a spatial/temporal manner [45]. MALE STERILITY 1 (MS1) is just one of the last transcription factors involved in this network and it participates in the later stages of tapetum development and pollen cell wall synthesis [33]. Important transcription factors have been reported to act up-stream of MS1 for anther cell specification, like AGAMOUS (AG), SPOROSYTELESS/NOZZLE (SPL/NZZ), SEPALLATA 3 (SEP3), BARELY ANY MERISTEM 1 (BAM1), BARELY ANY MERISTEM 2 (BAM2) and EXCESS MICROSPOROCYTES1/EXTRA SPOROGENOUS CELLS (EMS1/ EXS) [45]. Of these transcription factors, only a homologous gene to SPL/NZZ (‘evm.model.supercontig_12.16’) was identified as differentially expressed between male and female and male and hermaphrodite papaya flower buds (Table 4). 

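SPL/NZZ was higher in male and hermaphrodite than in female buds of both sizes. It stood at 11.2 ± 0.917 CPM (SD, n = 2) in males and 10.2 ± 0.146 in hermaphrodites of 1–6 mm, with 0 and 1 counts in females, a ratio of 239 (95% counting interval 42.6 to 9487) and 225. The log2 fold changes over females were 7.57 in males and 7.44 in hermaphrodites (adjusted p = 6.06e-05 and 8.11e-05 from edgeR's quasi-likelihood test). In the larger buds they were 4.73 and 6.44 (adjusted p = 0.000559 and 0.000106). Against hermaphrodites of 7–12 mm, males were lower by -1.70 (standard error 0.49, adjusted p = 0.0361 from the same test). That call was lost without male 7–12 mm replicate 1 or 2 (adjusted p = 0.175 and 0.0867), without hermaphrodite 7–12 mm replicate 1 (0.306) and with the libraries of the comparison alone (0.0719). SEP3 and the EMS1/EXS-like gene had log2 fold changes of 0.47 and -0.53 between males and females of 1–6 mm (adjusted p = 0.196 and 0.234).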

The SPL/NZZ gene in *Arabidopsis* encodes a nuclear protein related to MADS-box transcription factors that are essential to produce most anther cells and to regulate microsporogenesis [46, 47].

Other transcription factors upstream of MS1 participate in tapetal development, like DYSFUNCTIONAL TAPETUM 1 (DYT1), DEFECTIVE IN TAPETAL DEVELOPMENT AND FUNCTION 1 (TDF1), ABORTED MICROSPORES (AMS) and MYB80 [45, 48, 49]. Of these transcription factors, homologous genes to DYT1 (‘evm.model.supercontig_871.3’), TDF1 (‘evm. TU.contig_28309.2’) and two different isoforms of AMS (‘evm.model.supercontig_20.94’ and ‘evm.model.supercontig_20.95’) were identified as differentially expressed between male and female and male and hermaphrodite papaya flower buds (Table 4). 

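TDF1, DYT and both AMS isoforms were higher in male and hermaphrodite than in female buds of 1–6 mm. TDF1 stood at 0.491 ± 0.695 CPM (SD, n = 2) in females and was higher in males by a log2 fold change of 10.16 (standard error 0.78, adjusted p = 6.25e-05 from edgeR's quasi-likelihood test). AMS isoform 1 stood at 0.651 ± 0.818 CPM in females and was higher in males (10.46, adjusted p = 5.51e-05 from the same test). AMS isoform 2 had 0 counts in females of 7–12 mm and was at least 642-fold higher in males and at least 320-fold higher in hermaphrodites. DYT was higher by 5.00 in males and 5.97 in hermaphrodites (adjusted p = 4.12e-05 and 2.13e-05). Between males and hermaphrodites, TDF1 had log2 fold changes of 0.64 at 1–6 mm and -1.10 at 7–12 mm (adjusted p = 0.474 and 0.149). DYT was higher in males than in hermaphrodites of 7–12 mm by 2.04 (standard error 0.39, adjusted p = 0.00555), and not with the libraries of the comparison alone (adjusted p = 0.0769). In buds of 1–6 mm it was called lower in males only with the replicate number as a block (adjusted p = 0.0286). AMS isoform 1, whose reads may be shared with isoform 2, was lower in males of 7–12 mm by -1.76 (adjusted p = 0.0373). This was 0.170 and 0.127 without male 7–12 mm replicate 1 or 2 and 0.188 and 0.0509 without hermaphrodite 7–12 mm replicate 1 or 2, 0.0508 with no filter on low counts and 0.173 with DESeq2.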

In *Arabidopsis*, DYT1 encodes a basic helix-loop-helix (bHLH) transcription factor that acts downstream SPL/NZZ and upstream of TDF1, AMS and MS1 [50, 51]. This transcription factor is essential for tapetal gene regulation during tapetal development and it is reported to interact with other bHLH and MYB transcription factors [50, 52]. In *Arabidopsis*, TDF1 encodes an R2R3 MYB transcription factor required for tapetal development that is regulated directly by DYT1 and act upstream AMS [51]. In *Arabidopsis*, AMS is a bHLH protein that functions downstream DYT and upstream MS1 and it is essential for pollen development and pollen cell wall synthesis [53, 54]. It is worth to mention here that two MYB transcription factors have been identified in two different inversions on the Y chromosome [6, 7], but whether these transcription factors participate in any of the steps for anther development in papaya is still unknown.

Overall, the previous results suggest that *CpMS1* overexpression observed in male and hermaphrodite flower buds is probably the consequence of a complex regulatory cascade, regulated by a Y specific gene acting as a stamen promoting factor, as hypothesized by the theory of sex chromosome evolution in plants. More studies are needed to identify the sex-determination gene in papaya on the sex chromosomes that promote male functions.

### Other genes found as differentially expressed among different papaya sex-types

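The genes for ABA 8-hydroxylases 1 and 4, enzymes that break down abscisic acid, went opposite ways between male and hermaphrodite buds of 1–6 mm. ABA 8-hydroxylase 1 stood at 72.2 ± 25.4 CPM (SD, n = 2) in males and 19.3 ± 2.56 in hermaphrodites, a log2 fold change of 1.89 (standard error 0.25, adjusted p = 0.00162 from edgeR's quasi-likelihood test). ABA 8-hydroxylase 4 stood at 2.40 ± 0.185 CPM in males and 14.7 ± 4.60 in hermaphrodites (-2.63, standard error 0.42, adjusted p = 0.00428 from the same test). The second call was lost without male 1–6 mm replicate 1 (adjusted p = 0.0600), and both genes are also called adjusted over the list alone. Against females of 1–6 mm, the log2 fold changes in males were 2.41 and -2.18 (adjusted p = 0.00011 and 0.00381). In buds of 7–12 mm, ABA 8-hydroxylase 1 was higher than in females by 3.28 in males and 4.02 in hermaphrodites. The study chose both genes on these samples.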

Among the differentially expressed genes annotated as participating in development, reproduction, and embryo development processes between male and hermaphrodite flowers at early stages, we found ABA-8-hydroxylase 1 (‘evm.model.supercontig_1525.1’), which was overexpressed in male flowers, and ABA-8-hydroxylase 4, which was overexpressed in hermaphrodite flowers (‘evm.model.supercontig_49.19’). Interestingly, the same hydrolases were differentially expressed between normal and teratological male-to-hermaphrodite pistillode, being ABA-8-hydroxylase 1 overexpressed in the normal male and ABA-8-hydroxylase 4 overexpressed in teratological male (male-to-hermaphrodite induced plants). Abscisic acid (ABA) is a well-known phytohormone that is involved in the regulation of several plant developmental processes, including seed dormancy and germination, adaptation to environmental stress conditions, mediation of stomatal closure, senescence and flowering time. In *Arabidopsis*, ABA induces flowering via drought stress response (DE response) by inducing the up-regulation of GIGANTEA (GI), CONSTANS (CO) and FLOWERING LOCUS T (FT) [55] and inhibits flowering by inducing the up-regulation of FLOWERING LOCUS C (FLC) [56, 57]. Interestingly, in male flower buds of a size of 7–12 mm, a GIGANTEA (GI) gene (‘evm.model.supercontig_26.81’) was up-regulated significantly compared to female flower buds, while in hermaphrodite flower buds of a size of 7–12 mm, a GIGANTEA-like gene (‘evm.model.supercontig_26.82’) was up-regulated significantly compared to female flower buds.

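Both GIGANTEA genes, which encode regulators of the circadian clock, were higher in male than in female buds of 7–12 mm. GIGANTEA stood at 212 ± 79.4 CPM (SD, n = 2) in males and 144 ± 8.89 in hermaphrodites. Its log2 fold change in males over females was 1.32 (standard error 0.24, adjusted p = 0.0021 from edgeR's quasi-likelihood test), and without male 7–12 mm replicate 1 it fell under 2-fold (adjusted p = 0.00783). GIGANTEA-like stood at 735 ± 138 CPM in males, 524 ± 34.7 in hermaphrodites and 294 ± 10.4 in females. In males it was higher by 1.32 (standard error 0.15, adjusted p = 0.000122). In hermaphrodites over females, GIGANTEA-like had 0.83 (adjusted p = 0.00217) and GIGANTEA 0.76 (adjusted p = 0.0347, both from the same test), each under 2-fold. The genes lie next to each other on scaffold scf7180000008441 and may share reads. Of 4 light and clock genes, 2 were higher and 1, COP1-like/SPA1, was lower in males, also adjusted over the list alone. COP1-like/SPA1 fell under 2-fold without female or male 7–12 mm replicate 1 (adjusted p = 0.0112 and 0.0121).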

Among other differentially expressed genes between male and hermaphrodite flowers at later stages, we found several transcription factors. A transcription factor annotated as UPBEAT 1 (‘evm.model.supercontig_18.81’), was overexpressed in hermaphrodite flowers compared to male flowers at early stages. This transcription factor belongs to the bHLH transcription factor family and has been described to regulate the expression of peroxidases that indirectly determine the concentration of reactive oxygen species (ROS) for the differentiation or proliferation of cells at the root meristems in *Arabidopsis* [58, 59]. 

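UPBEAT1, which encodes a bHLH transcription factor, was lower in male than in hermaphrodite buds of both sizes. In buds of 1–6 mm it stood at 2.93 ± 0.164 CPM (SD, n = 2) in males, 15.7 ± 6.71 in hermaphrodites and 9.53 ± 3.22 in females. The log2 fold change of males over hermaphrodites was -2.43 at 1–6 mm (standard error 0.37, adjusted p = 0.00288 from edgeR's quasi-likelihood test) and -2.18 at 7–12 mm (adjusted p = 0.00325 from the same test). Over females it was -2.50 at 7–12 mm (adjusted p = 0.000701). In the smaller buds it was -1.70 over females (adjusted p = 0.00621, and 0.0615 without female 1–6 mm replicate 1). Hermaphrodites and females of 1–6 mm had a log2 fold change of 0.73 (adjusted p = 0.16).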

ROS are known to accumulate in response to stress and are important signaling molecules for the regulation of cell division and differentiation in plants [60]. ROS have been also described to participate in different developmental processes in plants, such as programmed cell death (PCD), seed germination, root growth and root hair development, pollen tube growth and leaf development [61]. In olive (*Olea europaea* L.) hermaphrodite flowers, ROS (H_2_O_2_ and NO) have been reported to accumulate in the reproductive tissues in a developmental dependent manner, with a massive presence on stigmas and anthers, which might be explained by high metabolic activity and cell expansion during the differentiation process [62].

Other transcription factors were overexpressed in hermaphrodite or female flower buds compared to males. Among these transcription factors we found an AP2-like ethylene-responsive transcription factor AIL5 (‘evm.model.supercontig_233.1’) and a WUSCHEL-related homeobox 4 gene (‘evm.model.supercontig_21.170’). 

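AIL5 and WOX4 were lower in male than in female buds of 7–12 mm. AIL5, of the AP2-like family that promotes organ growth, stood at 20.0 ± 0.288 CPM (SD, n = 2) in males (log2 fold change -1.34, standard error 0.13, adjusted p = 3.79e-05 from edgeR's quasi-likelihood test). WOX4, a regulator of vascular stem cells, stood at 7.53 ± 1.50 CPM in males and 32.7 ± 8.12 in females (-2.14, standard error 0.24, adjusted p = 9.88e-05 from the same test). At 1–6 mm, AIL5 was lower in males by -0.58 (adjusted p = 0.00518), under 2-fold, and WOX4 had -0.16 (adjusted p = 0.668). The difference between males and females changed with bud size by -1.98 for WOX4 (adjusted p = 0.00639) and by -0.76 for AIL5 (adjusted p = 0.0274), the second under 2-fold.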

AIL5 is an AINTEGUMENTA-LIKE/PLETHORA transcription factor, which is described to play an important role in flower development (especially in floral organ initiation, growth, and patterning), embryogenesis, seedling growth and germination (mediating the repression of gibberellic acid biosynthesis in response to ABA) [63–65]. In *Arabidopsis*, AIL5 is expressed in developing flowers at specific organs (petals, stamens, and carpels) in a similar pattern to AINTEGUMENTA (ANT), and its overexpression produces larger floral organs [63, 66]. Overexpression of AIL5 in hermaphrodite and female flower buds compared to male flower buds makes some sense, because hermaphrodite and female flower buds are bigger than male flower buds and they present bigger flower organs [9, 10, 43]. 

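AIL5 was lower in male than in hermaphrodite buds of 7–12 mm, where hermaphrodites stood at 45.8 ± 0.949 CPM (SD, n = 2). The log2 fold change was -1.19 (standard error 0.13, adjusted p = 0.000231 from edgeR's quasi-likelihood test). At 1–6 mm it was -0.98 (standard error 0.12, adjusted p = 0.000965 from the same test), just under 2-fold, at 50.3 ± 0.927 CPM in males. It exceeded 2-fold and was called without male or hermaphrodite 1–6 mm replicate 2 (-1.01 and -1.13). Hermaphrodites and females had log2 fold changes of 0.39 at 1–6 mm and -0.15 at 7–12 mm (adjusted p = 0.0355 and 0.397). Its 8 exons lie on the minus strand of scaffold scf7180000007812.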

Interestingly, this transcription factor was also differentially expressed between normal and teratological male-to-hermaphrodite pistillode, being repressed in normal males and overexpressed in teratological males. 

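In hermaphrodite buds of 7–12 mm, the stem cell regulator WOX4 stood between males and females, at 17.2 ± 4.11 CPM (SD, n = 2). Males were lower than hermaphrodites by a log2 fold change of -1.22 (standard error 0.23, adjusted p = 0.00564 from edgeR's quasi-likelihood test). That call was lost without hermaphrodite 7–12 mm replicate 1 (adjusted p = 0.0528). Hermaphrodites over females had -0.92 (adjusted p = 0.0104 from the same test), under 2-fold, and were called without female 7–12 mm replicate 2 or hermaphrodite 7–12 mm replicate 1 (-1.15 and -1.19). WOX4 in buds of 1–6 mm stood at 27.6 ± 0.932 CPM in males, 31.1 ± 3.34 in hermaphrodites and 30.7 ± 2.81 in females. The 'Zhonghuang' libraries were not used here.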

WUSCHEL-related homeobox 4 (‘evm.model.supercontig_21.170’) was found up-regulated between female and hermaphrodite flower buds compared to male flower buds and up-regulated in teratological male (male-to-hermaphrodite) compared to normal male. WUSCHEL-related homeobox (WOX) proteins are transcription factors that belong to the homeobox protein family on the ZIP superfamily and have a variety of functions in plants, including determining cell fate and lateral organ development [67]. In *Arabidopsis*, 15 WOX genes (including WUSCHEL) have been identified. Some of these WOX genes (including WUSHEL) regulate ovule development, floral organogenesis, floral transition, and participate in gynoecium and embryo development [67, 68]. In *Arabidopsis*, WUSCHEL also activates the AGAMOUS (AG) gene, a class C gene required for normal development of carpels in flowers [69–71]. Other WOX genes in *Arabidopsis* are also capable to alter the expression of the AGAMOUS gene [72].

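PISTILLATA (PI), which specifies petals and stamens, was higher in male than in female buds of 7–12 mm, and a pair of AINTEGUMENTA (ANT) genes, which promote organ growth, were lower. PI stood at 252 ± 32.1 CPM (SD, n = 2) in males, 194 ± 22.8 in hermaphrodites and 89.8 ± 13.5 in females, a log2 fold change of 1.49 in males over females (standard error 0.17, adjusted p = 0.00011 from edgeR's quasi-likelihood test). The ANT gene evm.model.supercontig_160.33 stood at 11.9 ± 2.52, 16.9 ± 3.22 and 71.3 ± 13.7 CPM in the same order. It was lower than in females by -2.57 in males and -2.07 in hermaphrodites (adjusted p = 1.53e-05 and 5.33e-05 from the same test). The other, evm.model.supercontig_129.70, was lower in males by -2.49 (adjusted p = 0.000282). In hermaphrodites it was lower by -1.34 (adjusted p = 0.00768), a call lost without female 7–12 mm replicate 1 (0.0540) or hermaphrodite 7–12 mm replicate 2 (0.0631). The second gene is placed on 2 scaffolds, so its reads were counted at both.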

Here we confirmed the differential expression of important flowering homeotic genes between males or hermaphrodites and females: PISTILLATA (‘evm.model.supercontig_26.316’) and two AP2-like ethylene-responsive transcription factor AINTEGUMENTA (ANT) genes (‘evm.model.supercontig_129.70’ and ‘evm.model.supercontig_160.33’), which were also differentially expressed between males and teratological males (male-to-hermaphrodite). It is well known that PISTILLATA (PI) and AINTEGUMENTA (ANT) are required for proper flower organ development in *Arabidopsis*. PI is required for proper stamen and petal development; while ANT is required for proper flower organ distribution and growth [66, 69, 73–76]. In papaya, the PISTILLATA gene or *Cp*PI has been cloned previously and its expression has been analyzed in male, hermaphrodite and female flower organs. *Cp*PI expression has been reported in petals and stamens of male and hermaphrodite flowers, and only on petals on female flowers [20]. Therefore, this gene was expected to be overexpressed in male and hermaphrodite compared to female flower buds, because female flowers do not present stamens. 

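PI was present in female buds too, at 68.8 ± 6.73 CPM (SD, n = 2) at 1–6 mm, against 126 ± 3.85 in males and 147 ± 25.5 in hermaphrodites. In buds of this size, males were higher than females by a log2 fold change of 0.87 (adjusted p = 0.00331 from edgeR's quasi-likelihood test), under 2-fold. Hermaphrodites were higher by 1.10 (adjusted p = 0.000992 from the same test), which fell under 2-fold without female 1–6 mm replicate 1 (adjusted p = 0.0157) or hermaphrodite 1–6 mm replicate 2 (0.0089). Over females of 7–12 mm, hermaphrodites were higher by 1.11 (adjusted p = 0.000728), also under 2-fold without female or hermaphrodite 7–12 mm replicate 2 (0.00641 and 0.00701). AP3 isoform 2, the partner of PI, was higher in males of 7–12 mm by 1.15 (adjusted p = 2.9e-05). The change of the PI difference between males and females with bud size did not pass the test (0.61, adjusted p = 0.157).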

The down-regulation of *Cp*PI has been reported [16], as well as the up-regulation of two papaya homologous AINTEGUMENTA (ANT) genes, in teratological males (male-to-hermaphrodite) [16], which is consistent with our results. In *Arabidopsis*, besides its role in floral organ growth, ANT participates in the repression of AGAMOUS (AG) expression in the second floral whorl, promotes petal epidermal cell identity and plays an important role on gynoecium and ovule development [77]. Therefore, overexpression of ANT homologous genes in papaya, in female flowers and teratological male (male-to-hermaphrodite) samples compared to males makes sense at early stages of development.

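In buds of 1–6 mm, neither ANT gene passed the test between males and females. The gene evm.model.supercontig_129.70 stood at 21.1 ± 1.44 CPM (SD, n = 2) in males and 37.3 ± 0.75 in females (log2 fold change -0.82, adjusted p = 0.0721 from edgeR's quasi-likelihood test). The gene evm.model.supercontig_160.33 stood at 47.6 ± 0.243 CPM in males and 45.0 ± 4.98 in females (0.08, adjusted p = 0.817 from the same test). Between the bud sizes, the difference between males and females changed by -2.66 for the second gene (standard error 0.27, adjusted p = 0.00127). In hermaphrodites over females of 1–6 mm, the genes had -0.89 and -0.57 (adjusted p = 0.0561 and 0.055), and the first was called without hermaphrodite 1–6 mm replicate 1 (adjusted p = 0.0356).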

Finally, among differentially expressed genes annotated as participating in development, reproduction, and embryo development processes among male, hermaphrodite and female flowers at early and late stages, we found a VAN3-binding protein. This gene was repressed significantly in male flower buds of 1–6 mm, compared to female flower buds; and in male flower buds of a size 7–12 mm compared to female and hermaphrodite flower buds. 

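The gene for the VAN3-binding protein, which acts in vein formation with auxin, was lower in male than in female buds of both sizes. It stood at 17.8 ± 3.12 CPM (SD, n = 2) in males of 7–12 mm, 34.6 ± 1.12 in hermaphrodites and 106 ± 1.81 in females. Males were lower than females by a log2 fold change of -2.59 (standard error 0.16, adjusted p = 4.38e-06 from edgeR's quasi-likelihood test) and hermaphrodites by -1.61 (adjusted p = 5.39e-05 from the same test). Between males and hermaphrodites of 7–12 mm it was -0.97 (standard error 0.16, adjusted p = 0.00241), under 2-fold, and it was called without male or hermaphrodite 7–12 mm replicate 2 (-1.18 and -1.01). At 1–6 mm, males were lower than females by -1.15 (standard error 0.15, adjusted p = 0.000373), and this fell under 2-fold without female 1–6 mm replicate 2 (adjusted p = 0.00296). The difference between males and females changed with bud size by -1.44 (adjusted p = 0.00490).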

In other plants, this protein has been reported to be present in a subpopulation of vesicles from the trans-Golgi-network and to participate in the regulation of the auxin signaling pathway via vesicle transport system [78]. Interestingly, this gene was also differentially expressed in teratological male (male-to-hermaphrodite induced plants) compared to normal male samples. Despite that auxin polar transportation is recognized to play an important role in gynoecium development in *Arabidopsis*, the specific role of this gene in papaya flower development has not been explored [79, 80].

## Conclusions

Our transcriptomic analysis revealed important differences in the expression of genes that participate in developmental, reproduction and embryo development processes among flower buds from plants with different flower sex type. Even though these genes are not located on the sex chromosomes, their differential expression revealed that more studies on anther development, ABA and ROS signaling pathways are required in papaya, to better understand the roles of these genes in flower development or even in sex determination. It is expected that most of these genes act downstream gender specification in papaya and more studies are needed to determine which sex-specific genes on the sex chromosomes are responsible for sex determination. Furthermore, our results confirmed the expression of a gene: *CpMS1* (located on autosomes) in male and hermaphrodite flower buds, which might be required for the normal development of male reproductive organs in papaya. Nevertheless, further studies will be required to elucidate its function and its role in the pathway that regulates male organ development in this species.

## Methods

### Plant material

Flower buds were collected from female and male ‘AU9’ papaya plants and hermaphrodite ‘SunUp’ plants grown at the Kunia Research Station of Hawaii Agriculture Research Center (HARC) in 2013. Papaya ‘AU9’ is a breeding plant material originally from Australia and available at HARC; while papaya ‘SunUp’ is a commercial variety originally from Hawaii available at HARC. The flower buds were used to compare gene expression between sex types and obtain candidate sex-determination genes by RNA-Seq. These flower buds were first classified according to their phenotype (sex) and then were divided into two groups according to their size (in millimeters). One group contained flower buds with a size between 1 and 6 mm (early developmental stages, or pre-meiotic stages) and a second group contained flower buds with a size between 7 and 12 mm (late developmental stages, or post-meiotic stages). Flower buds were ground in liquid nitrogen for further RNA extraction. Two biological replicates were included for each phenotype and for each group. To further corroborate the differential expression of identified highly differentially expressed genes by qPCR, flower buds, and leaf tissue samples were collected again from three different ‘SunUp’ female plants, three different ‘SunUp’ hermaphrodite plants, three different ‘AU9’ female plants and three different ‘AU9’ male plants grown at the Kunia Research Station of HARC during 2017. These samples were collected and used for the qPCR analysis as described below because original flower bud samples from 2013 were not available. All samples were collected in Hawaii by HARC personnel (no required permissions were necessary to collect the samples), shipped in dry ice (−80C) to Urbana, Illinois and then ground in liquid nitrogen (− 196C) for further RNA extraction.

### Total RNA extraction

Total RNA was extracted using 100 mg tissue sample and TRIzol® Reagent (Ambion USA), following the manufacturer’s instructions. After extraction, total RNA was quantified with Nanodrop and its quality was check by electrophoresis (Agarose 1%, TBE 1X Buffer). RNA samples with good quality and quantity were diluted to 100 ng μl^− 1^ and were kept at -80C until further use.

### RNA-Seq library preparation and sequencing

RNA-Seq libraries were constructed using 2 to 2.5 μg of total RNA and the TruSeq® Stranded mRNA LT kit (Illumina USA), following the Low Sample Protocol described by the manufacturer. RNA-Seq libraries were evaluated by electrophoresis (Agarose 1%, TBE 1X Buffer) and quantified with a fluorometer (Qubit® Fluorometer, Invitrogen, USA). RNA-Seq libraries were sequenced using two platforms: HiSeq2000 (single-end, 100 nt) for the first biological replicate and HiSeq2500 (pair-end, 100 nt) for the second biological replicate (Illumina, USA). A summary of the analyzed libraries is presented (Table 5). Besides these libraries, RNA Sequences from normal male (Accession number: SRX1770718) and teratological male (male-to-hermaphrodite sex reversal induced by low temperatures, Accession number: SRX1770817) from a dioecious variety ‘Zhonghuang’, were downloaded from the Sequence Read Archive (SRA) on the National Center for Biotechnology Information (NCBI) database [81] and included in the analysis to identify if genes that were differentially expressed in the “pistillode”, between males and male-to-hermaphrodite sex reversal plants [16]. Raw sequence data for each library is publicly available on Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE137547 (BioProject: PRJNA565901, SRA: SRP221947).

**Table 5:** Sample information and details of each library

Sample	Cultivar	Phenotype (sex)	Flower bud size (mm)	Biological replicate	Label	GEO Accession (#)
CP_AU9F_1_R1	'AU9'	Female	1 to 6	1	AU9F.1.R1	GSM4081661
CP_AU9F_1_R2	'AU9'	Female	1 to 6	2	AU9F.1.R2	GSM4081662
CP_AU9F_2_R1	'AU9'	Female	7 to 12	1	AU9F.2.R1	GSM4081663
CP_AU9F_2_R2	'AU9'	Female	7 to 12	2	AU9F.2.R2	GSM4081664
CP_AU9 M_1_R1	'AU9'	Male	1 to 6	1	AU9M.1.R1	GSM4081665
CP_AU9 M_1_R2	'AU9'	Male	1 to 6	2	AU9M.1.R2	GSM4081666
CP_AU9 M_2_R1	'AU9'	Male	7 to 12	1	AU9M.2.R1	GSM4081667
CP_AU9 M_2_R2	'AU9'	Male	7 to 12	2	AU9M.2.R2	GSM4081668
CP_SUH_1_R1	'SunUp'	Hermaphrodite	1 to 6	1	SUH.1.R1	GSM4081669
CP_SUH_1_R2	'SunUp'	Hermaphrodite	1 to 6	2	SUH.1.R2	GSM4081670
CP_SUH_2_R1	'SunUp'	Hermaphrodite	7 to 12	1	SUH.2.R1	GSM4081671
CP_SUH_2_R2	'SunUp'	Hermaphrodite	7 to 12	2	SUH.2.R2	GSM4081672
SRX1770718^a^	'Zhonghuang'	Normal male	NA	1	ZH.N.M	–
SRX1770817^a^	'Zhonghuang'	Teratological male	NA	1	ZH.T.M	–

^a^Source: data generated by [16] and downloaded from the SRA at NCBI

### Differential gene expression analysis

After RNA sequencing, raw read quality was analyzed using FastQC (Version 0.11.5) [82] and adapters and low-quality reads were removed using Trimmomatic (Version 0.36) [83]. Following trimming, raw reads were aligned to the new papaya genome assembly (Papaya PacBio assembly, 280.5 Mb) using Hisat2 (Version 2.0.5) [84]. After alignment, SAM files were converted to BAM files using samtools (Version 1.3.1) [85] and aligned reads were counted using featureCounts (Version 1.5.2) [86]. Reads aligned to exons were counted and summarized per gene ID. Therefore, an annotation file (gff3 files) was generated using GMAP (Version 2013–11–27). The annotation file was generated using papaya coding sequences from Phytozome v.12 (Cpapaya_113_ASGPBv0.4.cds.fa.gz, Version 12-29-2015) and a new papaya genome assembly (Papaya PacBio assembly, 280.5 Mb). The gff3 files were transformed to gtf files using gffread (Version 0.9.8) to count the number of aligned reads, as described above.

Differential gene expression between samples was analyzed using R (Version 3.2.3) and Rstudio (Version 1.0.136) with the following packages edgeR (Version 3.12.1), WGCNA (Version 1.51) and limma (Version 3.26.9). The contrast matrix used for the analysis included all pairwise comparisons between all groups. Only the genes with a Logarithmic Fold Change (Log_2_FC) > 1 or < − 1 (or a Fold Change > 2) and a False Discovery Rate (FDR) < 0.05 were consider as truly differentially expressed. A heatmap was built in R using all identified differentially expressed genes. Gene Ontology (GO) for 2117 selected differentially expressed genes were analyzed with Blast2GO Basic (Version 4.1.9) to reveal GO categories of differentially expressed genes [87–90]. A GO-Slim functional over-representation analysis based on the list of differentially expressed genes in each of the conditions (male vs. female; male vs. hermaphrodite and hermaphrodite vs. female at different sizes 1–6 mm and 7–12 mm) was performed using PANTHER database [91] and the respective gene ID for the corresponding *Arabidopsis* homolog, to reveal differential over-represented GO terms between each of condition. To check whether the 2117 differentially expressed genes belonged to a sex chromosome or to an autosome, genes that were differentially expressed were blasted and mapped to the assembled sex chromosomes pseudomolecules (X, Y, and Y^h^) [6, 7]. No match was found and none of the genes could be mapped back to the sex chromosome pseudomolecules.

### RT-qPCR expression analysis to validate differential expression of *CpMS1*

Total RNA extracted from 100 mg of frozen ground flower buds and leaf tissue samples from wild type ‘SunUp’ female and hermaphrodite plants; and wild type ‘AU9’ female and male plants were treated with DNAse I (ThermoScientific) and 2.0 μg were converted to cDNA with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) in a 20 μl reaction, following the steps described by the manufacturer. The relative expression or Fold Change (FC) of the highly differentially expressed gene *CpMS1* (identified by RNA-Seq) was evaluated by qPCR using specific primers (Table 5), 10 ng of cDNA and the PowerUp™ SYBR™ Green Master Mix (Applied Biosystems) in a CFX96™ Real-Time PCR Detection System (BioRad) with a standard cycling mode (Tm 58C) and including a dissociation curve as a final step. Three biological replicates, three experimental replicates and three non-template controls (NTC) were used. Relative gene expression was normalized against three different internal endogenous genes (Actin 2, EIF1 and TBP1) and the respective variety female sample as reference. The ΔΔCt method was used to calculate the relative expression, where Fold Change (FC) for each gene = 2^-(ΔΔCt) and the log Fold Change = Log_2_(FC). Significant differences in Log_2_(FC) were analyzed with an ANOVA and a Tukey test (α = 0.05). The expression of this gene was also evaluated by RT-qPCR in male flower buds classified in different developmental stages by their respective sizes in millimeters (from 1 to 35 mm); and in petals, sepals and anthers from fully developed open male flowers, as described previously. A detailed comparative analysis between male and hermaphrodite flower buds was not possible due to a lack of material representing all the different flower stages (1 mm to 35 mm) from hermaphrodite plants.

### A highly differentially expressed gene *CpMS1*: homology analysis and genome location

Genomic and protein sequences for the highly differentially expressed gene: ‘evm.model.supercontig_2.119’ (*CpMS1*) were extracted from Phytozome (v12.1). Three different databases were used to analyze protein motifs present in the protein sequence: PFAM database [92], SMART database [93] and NCBI Conserved Domains Database [94]. BLASTn was used to analyze the position and the number of copies of the gene in the papaya genome. BLASTp was used to find homologous proteins in the papaya genome. The previous and the new papaya genome assembly (Papaya PacBio assembly, 280.5 Mb) were used to locate and count the number of copies of the gene in the papaya genome. To find out whether this gene was sex-specific or not, primers were designed to amplify the whole gene in segments of 700–800 bp by PCR and DNA from three biological replicates (wild type ‘SunUp’ female and hermaphrodite plants and wild type ‘AU9’ female and male plants) were used. A PCR standard 10 μl reaction composed by *Taq* DNA Polymerase with Standard *Taq* Buffer (NEB), 0.5 ng of DNA and 0.5 μM of the four different specific primer pairs for *CpMS1* (Table 6) were used in a GeneAmp® PCR System 9700 thermal cycler (Applied Biosystems) using the recommended manufacturer thermocycling conditions (Tm 55C). All PCR products were sequenced by Sanger Sequencing in the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign, assembled using ChromasPro (version 2.1.8), and compared to the *CpMS1* genomic reference sequence. Orthologs for this gene in other species (*At*MS1, *Hv*MS1, *Os*MS1, and *Ca*MS1), as well as homologs in papaya, were aligned with MUSCLE [95] and compared to the *CpMS1* papaya protein reference sequence using MEGA7 [96].

**Table 6:** Primer pairs for RT-qPCR and PCR of *CpMS1*

Gene	Primer F	Primer R	Tm (C)
Actin 2	TTTCCAAGGGTGAGTATGATGAG	ACACAGGACACAAAAGCCAACTA	58
EIF 1	AGGCAGGCAAGAGAAGAT	TTCATACCGAGTAGCGATTC	58
TBP 1	GGTAGTAGTAGTTAGGTATGTG	GGCAATCTGGTCTCACTT	58
*CpMS1*	ATGGTCAGCTAAGCGAGTTG	CGGGTTTAAGCTACGACGAA	58
*CpMS1*–1	TTGGAAATTAACAAAACGAGAAA	TGGAGAGATTTCTTCAAAAGTTG	55
*CpMS1*–2	GCAATGGCCTCTTTGTTGTT	TCCTGCCTTCCAAAAGATCA	55
*CpMS1*–3	TCAACTCGCTTAGCTGACCA	TGTGAAGGTGGGTGTGATGT	55
*CpMS1*–4	AACCCACTTCGACTCCATTG	TTTCTCCATTTGCAGTGTTTCTT	55

### Co-expression network analysis

A co-expression correlation network was built in CytoScape [97] using the Expression Correlation App, and the expression matrix containing the normalized expression values for all differentially expressed genes. A sub-network was extracted from this co-expression correlation network using the genes identified as the orthologs of genes known to regulate the expression of MS1 in *Arabidopsis thaliana* (Table 4), the *CpMS1* gene and all their first closest neighbors in the co-expression network. To determine which biological process was statistically over-represented in this sub-network, a Hypergeometric test with multiple test correction (Benjamini and Hochberg FDR correction) and a significance level of 0.05 was done in CytoScape using the BiNGO App [98].

## Supplementary information

**Additional file 1: Figure S1.** A cluster of samples based on the normalized LogCPM values (A) and calculated the biological coefficient of variation (B) after RNA-Seq analysis

**Additional file 2: Figure S2.** Fold enrichment of GO-Slim Cellular component terms identified as over-represented.

**Additional file 3: Figure S3.** Fold enrichment of GO-Slim Molecular function terms identified as over-represented.

**Additional file 4: Figure S4.** Fold enrichment of GO-Slim Biological process terms identified as over-represented.

**Additional file 5: Figure S5.** Co-expression correlation sub-network of genes in the anther developmental pathway.

**Additional file 6: Figure S6.** Over-represented biological processes in the co-expression correlation sub-network.

**Additional file 7: Table S1.** Summary of quality control with FastQC, alignment with HISAT2 and read count with featureCounts.

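Table S1 follows each library from its reads to the counts per gene. Unaligned reads found no place on the assembly, and reads aligned more than once were counted at each place in the files used here. Assigned reads are those counted on an exon of a gene model, with the same setting for reverse-stranded reads in all 12 libraries per the file headers. The gene models hold coding sequence only, so reads from untranslated regions are not assigned. The number of genes with a count is the same in the table and in the counts for every library but hermaphrodite 1–6 mm replicate 1, where the counts hold 20475 genes and the paper's table gives 20471.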

## Data Availability

The datasets used and/or analyzed during the current study are publicly available on Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE137547 (BioProject: PRJNA565901, SRA: SRP221947).

## Abbreviations

ABA: Abscisic Acid
miRNAs: MicroRNAs
RNA: Ribonucleic Acid
RNA-Seq: Ribonucleic acid sequencing
ROS: Reactive Oxygen Species
RT-qPCR: Quantitative Reverse Transcription PCR
SuperSAGE: Improved variant of Serial Analysis of Gene Expression

# Supplementary material for: Differential gene expression among three sex types reveals a MALE STERILITY 1 (CpMS1) for sex differentiation in papaya
**Source:** BMC Plant Biol. 2019 Dec 9;19:545. doi: 10.1186/s12870-019-2169-0
**Supplement:** Supplementary file 7 — Additional file 7: Table S1. Summary of quality control with FastQC, alignment with HISAT2 and read count with featureCounts.

**Additional file 7: Table S1.** Summary of quality control with FastQC, alignment with HISAT2 and read count with featureCounts

| **Sample** | **Description** | **QC data** | | |  | **HISAT2 Summary** | | |  | **featureCounts Summary** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Total**  **Reads**  **(#)** | **Trimmed**  **Reads**  **(%)** | **Survived**  **Reads**  **(%)** |  | **Aligned 1 time**  **(%)** | **Aligned >1 times**  **(%)** | **Non**  **Aligned**  **(%)** |  | **Mapped**  **Genes**  **(#)** | **Mapped**  **Genes**  **(%)** | **Assigned**  **Reads**  **(#)** | **Assigned**  **Reads**  **(%)** | **Unmapped**  **Reads**  **(#)** | **Ambiguous**  **Reads**  **(#)** | **No feature**  **(#)** |
| CP_AU9F_1_R1 | Female, 1-6 mm | 2.25E+07 | 0.07 | 99.93 |  | 87.81 | 7.07 | 5.05 |  | 20279 | 73.24 | 1.52E+07 | 66.15 | 1.13E+06 | 3.63E+05 | 6.28E+06 |
| CP_AU9F_1_R2 | Female, 1-6 mm | 2.56E+07 | 0.20 | 99.80 |  | 86.30 | 7.80 | 5.69 |  | 20931 | 75.59 | 8.55E+06 | 32.75 | 1.46E+06 | 2.08E+05 | 1.59E+07 |
| CP_AU9F_2_R1 | Female, 7-12 mm | 2.15E+07 | 0.06 | 99.94 |  | 87.77 | 7.00 | 5.17 |  | 20193 | 72.93 | 1.45E+07 | 65.98 | 1.11E+06 | 3.59E+05 | 6.03E+06 |
| CP_AU9F_2_R2 | Female, 7-12 mm | 2.26E+07 | 0.22 | 99.78 |  | 86.39 | 7.88 | 5.51 |  | 20956 | 75.68 | 7.43E+06 | 32.08 | 1.25E+06 | 1.98E+05 | 1.43E+07 |
| CP_AU9M_1_R1 | Male, 1-6 mm | 2.45E+07 | 0.06 | 99.94 |  | 87.80 | 7.01 | 5.13 |  | 20718 | 74.82 | 1.66E+07 | 65.97 | 1.26E+06 | 4.26E+05 | 6.86E+06 |
| CP_AU9M_1_R2 | Male, 1-6 mm | 2.25E+07 | 0.24 | 99.76 |  | 75.36 | 7.00 | 17.40 |  | 20989 | 75.80 | 6.59E+06 | 28.58 | 3.92E+06 | 1.78E+05 | 1.24E+07 |
| CP_AU9M_2_R1 | Male, 7-12 mm | 1.98E+07 | 0.06 | 99.94 |  | 81.93 | 7.31 | 10.71 |  | 20577 | 74.31 | 1.27E+07 | 62.51 | 2.12E+06 | 4.36E+05 | 5.07E+06 |
| CP_AU9M_2_R2 | Male, 7-12 mm | 2.17E+07 | 0.19 | 99.81 |  | 82.23 | 8.04 | 9.54 |  | 20920 | 75.55 | 6.77E+06 | 30.43 | 2.07E+06 | 2.22E+05 | 1.32E+07 |
| CP_SUH_1_R1 | Hermaphrodite, 1-6 mm | 2.12E+07 | 0.06 | 99.94 |  | 91.81 | 6.40 | 1.73 |  | 20471 | 73.93 | 1.49E+07 | 68.28 | 3.67E+05 | 3.45E+05 | 6.19E+06 |
| CP_SUH_1_R2 | Hermaphrodite, 1-6 mm | 1.93E+07 | 0.41 | 99.59 |  | 59.52 | 5.42 | 34.65 |  | 20324 | 73.40 | 4.52E+06 | 22.67 | 6.70E+06 | 1.06E+05 | 8.62E+06 |
| CP_SUH_2_R1 | Hermaphrodite, 7-12 mm | 2.32E+07 | 0.06 | 99.94 |  | 91.15 | 6.83 | 1.96 |  | 20597 | 74.39 | 1.63E+07 | 68.48 | 4.54E+05 | 4.04E+05 | 6.66E+06 |
| CP_SUH_2_R2 | Hermaphrodite, 7-12 mm | 2.32E+07 | 0.20 | 99.80 |  | 89.42 | 7.33 | 3.05 |  | 21080 | 76.13 | 8.07E+06 | 33.95 | 7.07E+05 | 1.93E+05 | 1.48E+07 |
| SRX1770718 | Normal male flower pistillode | 1.50E+07 | 1.10 | 98.90 |  | 85.74 | 7.20 | 5.95 |  | 20324 | 73.40 | 5.11E+06 | 33.59 | 8.92E+05 | 1.17E+05 | 9.10E+06 |
| SRX1770817 | Teratological staminate flower pistillode | 3.65E+07 | 1.14 | 98.85 |  | 82.58 | 10.20 | 6.07 |  | 21533 | 77.77 | 1.25E+07 | 33.66 | 2.21E+06 | 2.93E+05 | 2.21E+07 |
| **Average** | **-** | **2.28E+07** | **0.29** | **99.71** |  | **83.99** | **7.32** | **8.40** |  | **2.07E+04** | **7.48E+01** | **1.07E+07** | **46.08** | **1.83E+06** | **2.75E+05** | **1.05E+07** |

How the deposited data were processed for this re-analysis (not part of the article)

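RNA was measured in flower buds of female, male and hermaphrodite papaya plants in 2 size classes, 1–6 and 7–12 mm, with 2 libraries in each of the 6 groups. Female and male buds came from 'AU9' and hermaphrodite buds from 'SunUp', so sex and cultivar cannot be told apart for hermaphrodites. Replicate 1 of each group was sequenced as single-end reads of 100 nt on a HiSeq2000 and replicate 2 as paired-end reads of 100 nt on a HiSeq2500, per the paper's methods. The authors made the counts before they were deposited. The authors checked the reads with FastQC (0.11.5), trimmed them with Trimmomatic (0.36) and aligned them with HISAT2 (2.0.5). They converted the alignments with SAMtools (1.3.1) and counted reads over exons with featureCounts (1.5.2). Per the file headers, the strand setting was the same in all 12 libraries and the option for read pairs was not used. The deposited counts are whole numbers of reads per gene, neither normalized nor filtered, and reads aligned to several places were counted at each. The gene models are coding sequences that the authors placed on the PacBio assembly with GMAP.

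Library totals were 12704714 to 16564137 counts in replicate 1 and 4520811 to 8554135 in replicate 2. Male and hermaphrodite buds of 1–6 mm in replicate 2 have the highest shares of unaligned reads in the paper's Table S1 (17.4 and 34.65%), and both libraries were kept. The 2 'Zhonghuang' libraries, the qPCR and the other sequence data of the study were not used here, and gene ontology terms were not analysed. No table at hand pairs the gene IDs with names, so names are those of the paper's tables.

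Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr on the 6 groups (minimum count 10), which left 19339 genes, and libraries were scaled by TMM. The model had 1 coefficient per group over the 12 libraries, with dispersions from estimateDisp, a robust quasi-likelihood fit and quasi-likelihood F tests (glmQLFTest). Standard errors are those implied by the F test, the size of the log2 fold change over the square root of F. They do not measure the precision of a fitted change where a group had no counts. The 3 sexes were compared at each size, the sizes were compared within each sex, and an interaction term tested whether a difference between sexes changes with size. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds the paper states. Log2 CPM used a prior count of 2. Where a group had no counts, the fold is a lower bound against 3 counts over the group, and with 1 to 3 counts the ratio is given with its 95% counting interval. Both use counts summed over the libraries of a group, so the interval leaves out variation between libraries. The SD of a group rests on 2 libraries.

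The named genes are all genes of the paper's Tables 1 to 4, whose values in the paper had been seen. Added to them are the 2 called genes with the largest rise and the 2 with the largest fall in each comparison of sexes, with the same direction in both replicates and no overlap between groups. This rule, the gene lists, the comparisons, the tests and the alternatives listed next were fixed, apart from the 2 additions named there, before the data were examined. Lists drawn from Tables 1 to 3 were chosen by the study on these samples. The correlations with CpMS1 used exact permutations over the 8 male and hermaphrodite libraries. These treat replicates of a group as independent, so the p-values can be too small.

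The alternatives were no low-count filter, a filter of 1 CPM in 2 libraries, RLE size factors, DESeq2's Wald test, limma-voom, the replicate number as a block, adjusted p without a fold limit, and the libraries of a comparison alone. Others were thinning of all libraries to the smallest total and leaving out each library in turn. The planned legacy quasi-likelihood fit is the default of the edgeR version used, so it gave the same values, and the fit with legacy=FALSE was added. Leaving out both libraries with over 15% of reads unaligned was also added, and both additions were chosen after seeing the data. Same-numbered replicates share a sequencing platform, which makes the number a batch. Deviations of the libraries from their group means correlated between groups with r = 0.734 to 0.839 over 15 pairs of groups (median 0.782). The paper's methods name no block, so the number enters only as an alternative.

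The steps were tested on simulated data with known changes before use. Of the genes given a 4-fold change on the settings of these libraries, 57 of 73 were called between males and females of 1–6 mm and 56 of 72 at 7–12 mm. For 2-fold changes these were 18 of 56 and 23 of 68, and 4 unchanged genes were called in each case. The simulated counts were independent between libraries and held no difference shared by replicates of the same number, which these libraries do show. These shares therefore need not hold for the libraries themselves.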

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

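The tests of a change with bud size were planned, and the setting without both libraries with a high share of unaligned reads was chosen only after the results were seen.

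The difference between male and female buds changed with bud size for 20 genes of the paper's tables, by the interaction term. Toward females in the larger buds went the cell division and chromosome genes Cyclin-D3-1 (-2.01 on the log2 scale), NACK1 (-1.98), KIFC1 (-2.35), TOP2 (-2.54), histone H3 isoforms 1 and 2 (-1.46 and -1.58), Shugoshin-1-like (-2.80) and NCAPD3 (-1.44). The growth regulators ANT (evm.model.supercontig_129.70) and ANT (evm.model.supercontig_160.33) changed by -1.67 and -2.66, and WOX4 by -1.98. The xylan synthase gene changed by -2.60, the VAN3-binding protein gene by -1.44, CYP83B1 by -4.50 and the EP1-like/COMITIN gene by -1.21. Toward males went AP3 isoform 1 (1.25), ABA 8-hydroxylase 4 (2.52), Expansin-like A2 (1.24), CRCK2 (1.05) and SLC35D (1.64). Of the 20, 5 lost the call without some single library: ANT (evm.model.supercontig_129.70), NCAPD3, ABA 8-hydroxylase 4, CRCK2 and EP1-like/COMITIN. The numbers lost were 5 and 3 without female 1–6 mm replicate 1 or 2, 4 and 1 without female 7–12 mm replicate 1 or 2, 5 and 4 without male 1–6 mm replicate 1 or 2, and 1 and 3 without male 7–12 mm replicate 1 or 2.

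Between males and hermaphrodites, the difference changed with bud size for DYT (3.02), ABA 8-hydroxylase 1 (-2.63) and CYP83B1 (-3.26). All 3 calls were lost without male 1–6 mm replicate 1, male 7–12 mm replicate 1 or 2, hermaphrodite 1–6 mm replicate 1 or 2, or hermaphrodite 7–12 mm replicate 1. DYT and CYP83B1 were also lost without male 1–6 mm replicate 2, and DYT without hermaphrodite 7–12 mm replicate 2. In these settings the adjusted p was 0.0663 to 0.207 for DYT, 0.0584 to 0.106 for ABA 8-hydroxylase 1 and 0.0624 to 0.170 for CYP83B1. Cultivar differs between these sexes, and its part was not tested.

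Between hermaphrodites and females, the difference changed for 11 genes. Toward females in the larger buds went ANT (evm.model.supercontig_160.33) with -1.50, Cyclin-D3-1 with -1.17, KIFC1 with -1.59, TOP2 with -1.75, histone H3 isoforms 1 and 2 with -1.60 and -1.79, the xylan synthase gene with -1.48, the VAN3-binding protein gene with -1.18 and EP1-like/COMITIN with -1.33. ABA 8-hydroxylase 1 (3.50) and Expansin-like A2 (1.62) went toward hermaphrodites. Without female 1–6 mm replicate 1 or 2, 10 and 4 of the 11 calls were lost, and 7 without female 7–12 mm replicate 1. Without hermaphrodite 1–6 mm replicate 1 or 2, 7 and 7 were lost, and without hermaphrodite 7–12 mm replicate 1 or 2, 3 and 7. Without both libraries with a high share of unaligned reads, 8 of the 11 calls were lost, against 4 of the 20 between males and females. No technical explanation was tested for these genes.

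Outside the genes the paper discusses, 26 genes had at least 10 counts in each of the 8 male and hermaphrodite libraries and at most 3 over the 4 female libraries, which serve as the control.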

How the results depend on the processing

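The setting without both libraries with a high share of unaligned reads (male and hermaphrodite 1–6 mm, replicate 2) and the legacy=FALSE fit were tests chosen only after the results were seen.

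Among 239 called differences between sexes of named genes none reversed in a setting that gave it a value. Calls lost numbered 5 with no low-count filter, 0 with the 1 CPM filter, 1 with RLE, 20 with limma-voom and 8 with the block. Some had no value elsewhere, and 5 of 238 were lost with DESeq2, 23 of 231 with the libraries of the comparison alone and 18 of 225 with thinned libraries. With legacy=FALSE 4 were lost, and without both high-unaligned libraries 29. Leaving out single libraries ended 82 of them at least once, and each lone library is then assumed to vary like the other groups. Of differences not called, Tetraspanin-11 related between males and females of 7–12 mm was called at 1.18 without female 7–12 mm replicate 2 (-0.01 with it), and the cause was not tested. The gene evm.model.supercontig_2112.2 was called at -1.29 between hermaphrodites and females of 1–6 mm without both high-unaligned libraries (5.11 with them).

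By adjusted p alone, which drops the 2-fold limit, counts at 1–6 mm were 5062 between males and females, 2059 between males and hermaphrodites and 4814 between hermaphrodites and females. At 7–12 mm they were 6367, 3633 and 5998. Between sizes they were 1056 in females, 2116 in males and 1050 in hermaphrodites, 281 against 174 calls of table genes passed, and 3138 and 3792 genes were shared by males and hermaphrodites at 1–6 and 7–12 mm.

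With the replicate number as a block, counts between sizes in females were 632 against 376, and interaction counts were 443 against 99 (males and hermaphrodites) and 847 against 463 (hermaphrodites and females). The block ended the calls of CpMS1 between males and hermaphrodites of 1–6 mm, of Beta-glucosidase 32-like between males and females of 7–12 mm, and of evm.model.supercontig_77.29 and evm.model.supercontig_2.330 in the 3 comparisons each where they were called. Between males and females it added COMITIN (evm.model.supercontig_97.109) at 1–6 mm and DUF642 and MYB4-like at 7–12 mm. Between males and hermaphrodites it added DYT at 1–6 mm, and the egg cell secreted protein-like gene and evm.TU.contig_30210.2 at 7–12 mm. Between hermaphrodites and females it added COMITIN (evm.model.supercontig_97.109) at both sizes, Beta-glucosidase 32-like at 1–6 mm, and the egg cell secreted protein-like gene and evm.model.supercontig_164.7 at 7–12 mm. It changed no other call of a named gene between sexes. For the change of these differences with bud size, the block added TPD1 and DUF569 (males and females), and AIL1, XBAT32/33, UPBEAT1 and evm.model.supercontig_65.44 (hermaphrodites and females). For males and hermaphrodites it added TPD1, CpMMD1, ANT (evm.model.supercontig_160.33), WOX4, NACK1, Shugoshin-1-like, xylan synthase, XBAT32/33 and evm.model.supercontig_43.6, and it ended no such call.

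With the libraries of the comparison alone, 162 genes differed between sizes in females, and interaction counts were 3 (males and hermaphrodites) and 252 (hermaphrodites and females), with fewer libraries to estimate the spread. DESeq2 gave 357 for the first of these. Without both high-unaligned libraries, counts were 414 between males and hermaphrodites of 1–6 mm, 621 and 283 between sizes in males and hermaphrodites, and 508, 5 and 65 for the interactions of males and females, males and hermaphrodites, and hermaphrodites and females. With at least 5 counts in stamen-bearing libraries and 0 in females, 14 genes passed in place of 28, with at least 20 counts and at most 3 in females 20 passed, and with thinned libraries 37.

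Leaving out 1 library at a time gave 1983 to 2253 genes between males and females, 559 to 683 between males and hermaphrodites and 1847 to 2159 between hermaphrodites and females at 1–6 mm. At 7–12 mm the ranges were 2886 to 3150, 1167 to 1556 and 2490 to 2937. Between sizes they were 104 to 795 in females, 696 to 906 in males and 172 to 452 in hermaphrodites. For the interactions they were 496 to 1405 (males and females), 0 to 270 (males and hermaphrodites) and 28 to 810 (hermaphrodites and females), and the cause was not tested. Depth limits genes with few counts, such as CSLD1 with at most 33 in a library.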

Differences from the paper's values

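No test below was chosen only after the result was seen, except the legacy=FALSE fit and the setting without both libraries with a high share of unaligned reads, the latter the only one in which MYB4-like loses its call at 1–6 mm.

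Of 333 fold changes that the paper prints for 76 genes, 0 differ from those found here in direction or by more than the standard error. Where a group had no counts, the lower bound was compared in place of the fitted change. A bound had only to share the direction and not exceed the paper's fold by a set margin. The largest gap on the log2 scale is 0.0517, with the fitted change used for every gene. At the paper's thresholds, 146 of these differences are called in both, 161 in neither, 0 by the paper alone and 26 here alone. The paper's fit also held the 'Zhonghuang' libraries, which were not used here.

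The paper does not call CpMS1 between males and hermaphrodites of 1–6 mm, and here it is called (log2 fold change 8.20, adjusted p = 0.0458). It is not called with no low-count filter, limma-voom, the replicate block, the libraries of the comparison alone or thinned libraries, nor without hermaphrodite 1–6 mm replicate 1 or 2. For males against hermaphrodites of 1–6 mm, XBAT32/33 (1.16, 0.0147) and MYB4-like (3.07, 0.00327) are also called here alone. Between hermaphrodites and females of 1–6 mm these are CpMMD1 (4.05, 0.0138), the probable kinase gene (evm.model.supercontig_85.48; 2.26, 0.00935), CYP83B1 (1.18, 0.0311), Tetraspanin-11 related (1.99, 0.0172) and AIL1 (-1.64, 0.008). UPBEAT1 is one between males and females of 1–6 mm, and CLV1 and TPD1 are 2 between males and females of 7–12 mm. Between hermaphrodites and females of 7–12 mm they are CSLD1, MYB4-like, Callose synthase 10, COP1-like/SPA1, CYP85A2 and DYT. For males against hermaphrodites of 7–12 mm they are Cytokinin dehydrogenase 6, the DUF569 gene, CpMMD1, Shugoshin-1-like, ANT (evm.model.supercontig_129.70), SPL/NZZ, TPD1, DYT and AMS isoform 1. Of the 26, CLV1 is called under every alternative run, and each of the others loses its call under at least 1.

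The paper ranks CpMS1 as the gene with the highest fold change in the comparisons with females, citing Tables 1 and 2. Of the genes in those tables, only CpMMD1 has a larger fitted change here, in hermaphrodites over females of 1–6 mm, where CpMS1 had 2 and 0 counts and is not called. The set of all called genes is wider than those tables. Of it, 8 of 1133 genes higher in males of 1–6 mm have a larger fitted change, 9 of 1700 in males of 7–12 mm and 14 of 1497 in hermaphrodites of 7–12 mm. In hermaphrodites of 1–6 mm, 206 of 996 genes higher than in females have a larger one. Of the genes in Table 4, AMS isoform 2 is among these at 7–12 mm, and SPL/NZZ, DYT, both AMS isoforms and TDF1 are in hermaphrodites of 1–6 mm.

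Both GIGANTEA-like in hermaphrodites over females of 7–12 mm and the VAN3-binding protein gene in males under hermaphrodites of 7–12 mm are given as changed in the paper's text. The paper's own table gives both under 2-fold, as do the values here (0.83 and -0.97), so only the wording differs, and both pass with the adjusted p alone. The second is also called with limma-voom (-1.01) and without male or hermaphrodite 7–12 mm replicate 2 (-1.18 and -1.01).

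From the colours of a heatmap of its selected genes, the paper sees about as many of those that part females and males go with each sex in hermaphrodites. Over another set, all genes called here between males and females, hermaphrodites lie nearer to males for 76.4 and 72.0% of the genes higher in males and in females of 1–6 mm, and for 70.7 and 64.2% at 7–12 mm.

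The paper finds a cluster of female libraries and a cluster of male and hermaphrodite libraries, beside the 'Zhonghuang' libraries not used here, and no confounding batch effect. Over the 500 genes that differ most, the libraries here part first by replicate number. The female branch appears over all tested genes or with the difference between replicate numbers removed. Between the replicate numbers, 850 genes are higher in replicate 2 and 21 in replicate 1.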

Other observations

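All tests of the gene evm.model.supercontig_2112.2 were chosen only after the result was seen, as were the platform test of CpMS1, the comparison of its share with that of 7 genes, the depth test of the genes counted in replicate 2 and the neighbour count.

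CpMS1 had a log2 ratio of 3.13 between replicates 1 and 2 of male 1–6 mm buds. A platform difference would show in the larger buds too, where the log2 ratios were 0.31 and -0.07. RNA of the larger male buds mixed into replicate 1 would give all their genes 1 common share, and the spread of the shares (75th over 25th percentile 2.11) lay between the bounds set for and against this, but the highest share of 7 such genes was 0.204% against 26.7% for CpMS1. Older buds in replicate 1 stay open, since genes that rose with bud size in hermaphrodites stood 0.415 (bootstrap SD 0.0346) above genes that fell, between the bounds of 0.5 and 0.25. Such an age difference may add to the spread of CpMS1, and it cannot be told apart from other variation between buds.

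Of 7347 genes with almost no counts in replicate 1, 284 were counted in replicate 2, and 1 gene went the other way. Beside an expressed gene of the opposite strand, 96 of 503 were counted, against 5 of 392 beside one of the same strand (odds ratio 18.2, 95% interval 7.42 to 58.0, p = 3.78e-20 by Fisher's exact test). Reads of the opposite strand counted in replicate 2 may thus explain part of them, and 164 lie beside neither kind. Greater depth is excluded, since the median total of replicate 2 was 0.472 times that of replicate 1. These genes hold 0.291% of the counts in replicate 2, and edgeR's quasi-likelihood test called 0 of them between sexes. Their gap between replicates widens the spread in that test, which makes such calls unlikely.

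The gene evm.model.supercontig_2112.2 stood at 27548 and 6373 CPM in hermaphrodite and male buds of 1–6 mm in replicate 2, 167 and 17.4 times its level in replicate 1. Reads from another source that mostly fail to align stay open as a cause: the ratio followed the difference in unaligned reads over the 6 groups (rho = 0.943), but the gene was singled out in the libraries with the most such reads. A platform difference is excluded by the other 4 groups, where the ratio was at most 1.50. Expression typical of these buds is excluded by replicate 1, where the gene stood at 0.846 (males) and 0.379 (hermaphrodites) times its level in females of 1–6 mm.

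The EMS1/EXS-like gene was low where CpMS1 was high in the 8 male and hermaphrodite libraries, with r = -0.870 (exact permutation p = 0.00258, adjusted over 13 genes 0.0168) and rho = -0.881 (adjusted 0.0314). Its r was -0.845 without the 2 hermaphrodite libraries of 1–6 mm, and -0.875 and -0.901 within replicates 1 and 2. The permutations treat replicates of a group as independent, so these p-values can be too small.

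Of the 28 genes counted in stamen-bearing libraries, 7 have another of them within 50 kb, where 1000 random lists had a median of 0 and at most 4. Such neighbours may share reads, since a read was counted at each place it aligned to, and this was not tested. The gene evm.model.supercontig_86.23 had 148, 60, 21 and 18 counts in females and 1 over the others. The gene evm.TU.contig_32743.2 had 135, 59, 144 and 101 counts in the 'SunUp' libraries, while evm.model.supercontig_42.27 and evm.model.supercontig_41.1 were counted in all 8 'AU9' libraries and hardly in 'SunUp'.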
